# Macrophage-Derived Human Resistin Is Induced in Multiple Helminth Infections and Promotes Inflammatory Monocytes and Increased Parasite Burden

**DOI:** 10.1371/journal.ppat.1004579

**Published:** 2015-01-08

**Authors:** Jessica C. Jang, Gang Chen, Spencer H. Wang, Mark A. Barnes, Josiah I. Chung, Mali Camberis, Graham Le Gros, Philip J. Cooper, Cathy Steel, Thomas B. Nutman, Mitchell A. Lazar, Meera G. Nair

## Abstract

Parasitic helminth infections can be associated with lifelong morbidity such as immune-mediated organ failure. A better understanding of the host immune response to helminths could provide new avenues to promote parasite clearance and/or alleviate infection-associated morbidity. Murine resistin-like molecules (RELM) exhibit pleiotropic functions following helminth infection including modulating the host immune response; however, the relevance of human RELM proteins in helminth infection is unknown. To examine the function of human resistin (hResistin), we utilized transgenic mice expressing the human resistin gene (h*Retn*Tg^+^). Following infection with the helminth *Nippostrongylus brasiliensis* (*Nb*), hResistin expression was significantly upregulated in infected tissue. Compared to control h*Retn*Tg^−^ mice, h*Retn*Tg^+^ mice suffered from exacerbated *Nb*-induced inflammation characterized by weight loss and increased infiltration of inflammatory monocytes in the lung, along with elevated *Nb* egg burdens and delayed parasite expulsion. Genome-wide transcriptional profiling of the infected tissue revealed that hResistin promoted expression of proinflammatory cytokines and genes downstream of toll-like receptor signaling. Moreover, hResistin preferentially bound lung monocytes, and exogenous treatment of mice with recombinant hResistin promoted monocyte recruitment and proinflammatory cytokine expression. In human studies, increased serum resistin was associated with higher parasite load in individuals infected with soil-transmitted helminths or filarial nematode *Wuchereria bancrofti*, and was positively correlated with proinflammatory cytokines. Together, these studies identify human resistin as a detrimental factor induced by multiple helminth infections, where it promotes proinflammatory cytokines and impedes parasite clearance. Targeting the resistin/proinflammatory cytokine immune axis may provide new diagnostic or treatment strategies for helminth infection and associated immune-mediated pathology.

## Author Summary

Parasitic helminths, which infect an estimated two billion people worldwide, represent a significant global public health problem. Infection is associated with life-long morbidity including growth retardation and organ failure. Despite these debilitating conditions, there are currently no successful vaccines against helminths. Further, great variability in the host immune response to helminths exists, with the ability of some individuals to develop immunity, while others are susceptible when re-exposed or maintain life-long chronic infections. Identifying new factors that are differentially expressed in immune versus susceptible individuals could provide new targeting strategies for diagnosis or treatment of helminth infection. Here, we identify an important immunoregulatory function for human resistin in helminth infection. Employing transgenic mice in which the human resistin gene was inserted, we show that human resistin is induced by infection with the helminth *Nippostrongylus brasiliensis*, where it promotes excessive inflammation and impedes parasite killing. Moreover, analysis of clinical samples from two cohorts of individuals infected with filarial nematodes or soil-transmitted helminths revealed increased resistin and serum proinflammatory cytokines compared to putatively immune individuals. Together, these studies suggest that human resistin is a detrimental cytokine that is expressed in multiple helminth infections, mediates pathogenic inflammation, and delays parasite clearance.

## Introduction

Helminth infections are a major global health issue, causing severe morbidity and malnutrition in over a billion people worldwide [1]. Infection with lymphatic-dwelling filarial nematodes can result in lymphedema and elephantiasis, while soil-transmitted helminths (STH) can cause anemia, gastrointestinal hemorrhage or blockage, growth retardation and cognitive impairment. In human gastrointestinal helminth infections, although most infections have shown mild alterations to pathology, severe infections can result in colitis and dysentery [2]. Clearance of helminth infection has relied solely on anthelmintic drugs, including diethylcarbamazine, albendazole and ivermectin; however, there is currently no vaccine against human helminth pathogens and the rate of reinfection remains high. In mouse models, the T helper type 2 (Th2) immune response is essential in immunity to helminths, with CD4^+^ T cells, innate lymphoid cells, eosinophils and basophils as the major producers of the Th2 cytokines, IL-4 and IL-13 [3]–[5]. In mice lacking IL-4, IL-13 or their receptors, there is impaired clearance of helminths, including the soil-transmitted helminth *Nippostrongylus brasiliensis* (*Nb*) and filarial nematodes [6], [7]. In addition to mediating immunity to helminths, Th2 cytokines are critically involved in suppressing infection-induced immunopathology. For instance, *Schistosoma mansoni* infection is lethal in IL-4Rα^−/−^ mice and following *Nb* infection, IL-4Rα^−/−^ mice suffer from exacerbated inflammation in the lungs compared to wild-type mice [8], [9].

The balance between Th2 cytokines and type 1 proinflammatory cytokines, such as IFNγ and TNFα, is also an important consideration for the outcome of helminth infection as these cytokine pathways are counter-regulatory. For example, inhibition of IFNγ promotes expulsion of *Trichuris muris* by allowing the development of a protective Th2 immune response [10]. In filarial nematode infection, severe lymphatic pathology is associated with increased IFNγ and TNFα and conversely decreased IL-4 [11]. Through promoting type 1 inflammatory cytokines, Toll-like receptor (TLR) signaling can negatively impact the host immune response to helminths by delaying parasite expulsion and promoting immune-mediated pathology [12], [13]. Identifying factors that regulate the balance between type 1 and type 2 cytokines may offer new immune targeting strategies to promote protective immunity or ameliorate infection-associated pathology.

Resistin is a member of the resistin-like molecule (RELM) family of cysteine-rich secreted proteins that are conserved in humans and mice. In mice, there are four RELM proteins (resistin, RELMα, RELMβ, and RELMγ), however, there are only two RELM proteins in humans (resistin and RELMβ) [14]. Among the murine RELM proteins, RELMα and RELMβ proteins are potently induced following helminth infection. Studies from our lab and others have shown that RELMα suppresses Th2 cytokine responses induced by *S. mansoni* or *Nb* [15], [16]. On the other hand, the function of RELMβ during helminth infection may be dependent on the helminth parasite. For example, RELMβ induced CD4^+^ T cell production of IFNγ but had no effect on worm expulsion during *T. muris* infection [17]. In response to *Nb* or *Heligmosomoides polygyrus* however, RELMβ was an effector molecule that could interact with the parasite and promote expulsion. Other studies have shown that RELMβ can bind to and inhibit the sensory function of *Strongyloides stercoralis* [18]. These studies, however, have only examined murine RELM proteins and to date, none have investigated the role of human RELM proteins such as resistin in helminth infection.

Murine resistin was initially identified as a hormone secreted by adipocytes that caused insulin resistance, a disorder that can result in type 2 diabetes [19]. Interestingly, although human resistin and mouse resistin have high sequence homology, resistin in humans is predominantly expressed by monocytes and macrophages and not adipocytes [20], [21]. In addition to diabetes, human resistin is also elevated in several inflammatory diseases such as atherosclerosis and rheumatoid arthritis [22], [23]. Indeed, in an inflammatory environment promoted by LPS stimulation, human resistin was upregulated and contributed to inflammation and insulin resistance [24]–[26]. Human resistin also mediated lung cancer cell migration, differentiation of osteoclasts [27], and VEGF-mediated angiogenesis [28]. Despite the many studies focusing on resistin in metabolic disorders and cancer, its function during infection is currently unknown. In human studies with filarial-infected individuals, *Brugia malayi* antigen increased resistin mRNA in human monocytes, particularly when these monocytes were isolated from filarial-infected humans [29], prompting our investigation of the function of human resistin in helminth infection.

To examine the role of human resistin in helminth infection, we employed transgenic mice that express human resistin. These mice are deficient in murine resistin, and engineered to include the hResistin gene and its entire regulatory region (h*Retn*Tg^+^) [26]. In the original study, h*Retn*Tg^+^ mice exhibited a similar hResistin expression pattern as that observed in humans. Additionally, h*Retn*Tg^+^ mice suffered from increased insulin resistance following LPS-induced endotoxemia. These results suggested that hResistin might be functional in mice, and that h*Retn*Tg^+^ mice provide a useful tool to study how hResistin expression is regulated and its function *in vivo*. Following *Nb* infection, we show that hResistin is significantly upregulated by macrophages in the infected lungs and intestine of h*Retn*Tg^+^ mice. Compared to littermate control mice that did not express hResistin (h*Retn*Tg^−^), infected h*Retn*Tg^+^ mice suffered from exacerbated infection-induced inflammation, including increased weight loss and elevated monocyte infiltration in the lung. We performed RNAseq analysis to identify differentially expressed genes that may be responsible for hResistin-mediated effects. Gene set enrichment analysis revealed that hResistin induced global gene ontology pathways that were associated with the inflammatory response, chemokine signaling and TLR signaling. Additionally, exogenous treatment of naïve mice with recombinant human resistin could recapitulate the monocyte responses and gene expression profile observed in h*Retn*Tg^+^ mice, confirming that human resistin directly promotes these inflammatory pathways *in vivo*. Functionally, hResistin-mediated stimulation of the inflammatory immune response led to increased parasite egg burdens and delayed worm expulsion. Finally, in human studies, we observed that patients infected with STH or the filarial nematode *Wuchereria bancrofti* had elevated serum resistin, and that resistin was positively correlated with parasite burden and serum proinflammatory cytokines. Taken together, our findings suggest that human resistin expression is an innate response to multiple helminths, where it promotes monocyte recruitment and a type 1 proinflammatory cytokine environment, leading to impaired helminth clearance and exacerbated infection-associated inflammation.

## Results

### hResistin is upregulated in macrophages following *Nippostrongylus brasiliensis* infection

To study the function of human resistin in helminth infection, we utilized mice in which the human resistin gene along with its entire regulatory region was inserted using a bacterial artificial chromosome onto a murine resistin knockout background (h*Retn*Tg^+^). Previous characterization of these mice showed that they provide a useful model for studying the effects of human resistin, as both humans and h*Retn*Tg^+^ mice have comparable levels of circulating resistin [25], [26]. h*Retn*Tg^+^ mice were infected with the STH *Nippostrongylus brasiliensis* (*Nb*), a parasite of mice and rats that infects the lungs and small intestine. *Nb* colonization of the lung and small intestine resulted in increased human resistin expression at the mRNA and protein level, as measured by real-time PCR and ELISA of the infected tissue respectively (Fig. 1A, B). Using immunofluorescent (IF) staining of lung sections from naïve and infected h*Retn*Tg^+^ mice, we quantified the frequency of hResistin^+^ cells as a percentage of the total number of DAPI^+^ cells. Compared to naïve mice, we observed significant increases in hResistin^+^ cells in the lung as early as day 2 post-infection, a time point at which the parasites are present in the lung (Fig. 1C). IF staining for hResistin (green) and *Griffonia simplicifolia* lectin (GSL), a macrophage-binding lectin (red) [30], revealed that hResistin was predominantly expressed by GSL^+^ macrophages (Fig. 1D). To systematically examine the cell-types that express hResistin, we sorted the dissociated cells from the lungs of *Nb*-infected Tg^+^ mice followed by real-time PCR analysis for h*Retn* (Fig. 2). Sorted cells were analyzed for purity by flow cytometry and hematoxylin and eosin (H&E)-stained cytospins, revealing >90% purity (Fig. 2A). CD11c^+^F4/80^+^ macrophages were the cell-types of highest frequency in the lung that expressed h*Retn*. In addition to macrophages, monocytes and neutrophils but not eosinophils expressed detectable h*Retn* mRNA (Fig. 2B). To our knowledge, this is the first demonstration that human resistin expression occurs in helminth-infected tissues and suggests that, in addition to metabolic disorders and cancer, human resistin may have a critical function in helminth infection.

**Figure 1:**
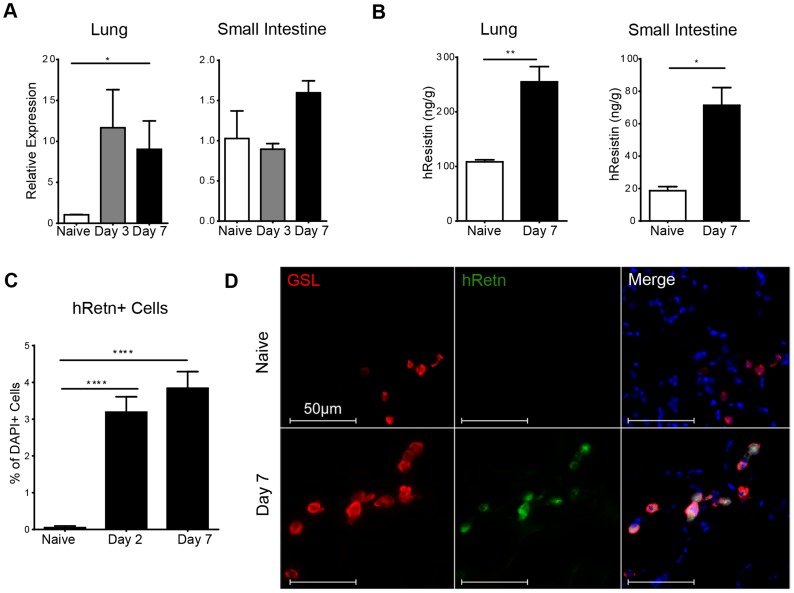
Detection of hResistin expression in *Nb*-infected transgenic mice. (A-B) hResistin expression in the lung and small intestine of naïve or *Nb*-infected mice was measured by real-time PCR analysis (A) or ELISA (B). (C) Quantification of hResistin expressing cells was performed on immunofluorescent stained lung sections. (D) IF staining for *Griffonia simplicifolia* lectin (red), hResistin (green), and DAPI (blue) was performed on lung tissue sections. Data (mean ± SEM, n = 4–6 per group) are representative of four separate experiments.

**Figure 2:**
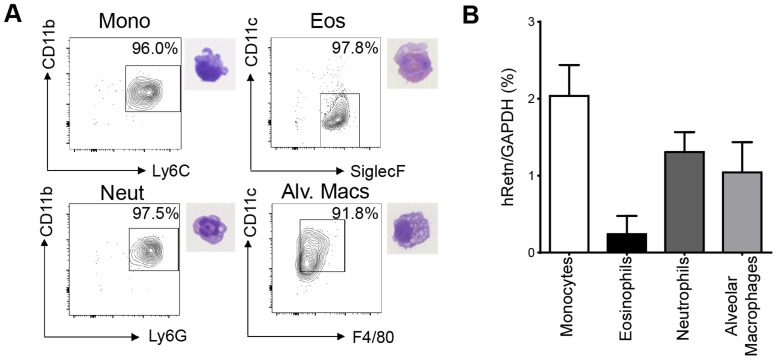
Monocytes, neutrophils and alveolar macrophages express hResistin in *Nb*-infected lungs. (A) Gating strategy for sorted lung cells from *Nb*-infected mice for CD11b^+^Ly6C^+^ monocytes, SiglecF^+^CD11c^−^ eosinophils, CD11b^+^Ly6G^+^ neutrophils, and CD11c^+^F4/80^+^ alveolar macrophages and corresponding H&E stained cytospins. (B) Sorted cells were recovered for RNA and analyzed for h*Retn* by real-time PCR. Data (mean ± SEM, n = 3–4 per group) are representative of three separate experiments.

### Human resistin leads to exacerbated pulmonary inflammation during *Nb* Infection

To examine the functional significance of the increased hResistin during *Nb* infection, h*Retn*Tg^+^ or littermate control h*Retn*Tg^−^ were infected with *Nb*. Compared to the control h*Retn*Tg^−^ mice, the h*Retn*Tg^+^ mice exhibited more severe weight loss beginning at day 2 post *Nb* infection (Fig. 3A). Histological examination of H&E-stained lung sections from h*Retn*Tg^−^ mice revealed that compared to naïve mice, *Nb* colonization of the lung resulted in hemorrhage and disruption of the lung alveolar architecture at day 2 post-infection, which was resolved by day 7 post infection, mirroring the weight recovery observed (Fig. 3B, upper panels). In contrast, h*Retn*Tg^+^ mice were unable to resolve inflammation by day 7 post-infection and instead exhibited increased leukocyte infiltration of the lung, characterized by the presence of large mononuclear cell-rich granulomas (Fig. 3B, lower panels and inset). The exacerbated lung inflammation in the h*Retn*Tg^+^ mice was confirmed by blind histology scoring (Fig. 3C), and was associated with significantly increased numbers of cells from bronchio-alveolar lavage (BAL) (Fig. 3D). To characterize the leukocyte infiltrates observed in the infected lungs, the lung tissue from h*Retn*Tg^−^ or h*Retn*Tg^+^ mice was dissociated and analyzed by flow cytometry. While there were no significant differences in eosinophils, neutrophils, CD4^+^ T cells or alveolar macrophages (S1A Fig.), we observed a significant increase in CD11b^+^Ly6C^+^ monocytes, suggesting that the granulomas observed in the lungs might consist of inflammatory monocytes (Fig. 3E). In conclusion, these results demonstrate a unique and specific effect for human resistin in promoting *Nb* infection-induced inflammation and inflammatory monocytes in the lung.

**Figure 3:**
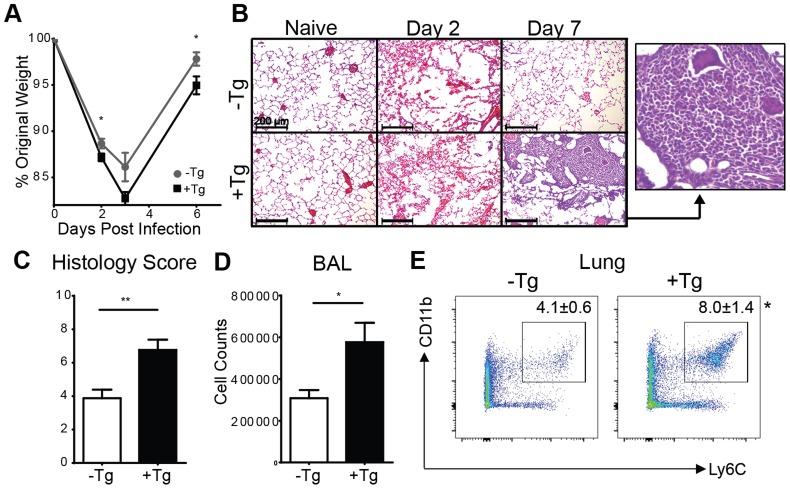
Expression of hResistin exacerbates lung inflammation. (A) h*Retn*Tg^−^ mice or h*Retn*Tg^+^ mice were infected with *Nb* and weight loss was measured as a percentage of original weight. (B-C) Lung sections from naïve or *Nb*-infected mice were stained with H&E (B, scale bar  = 200 µm) and pathology at day 7 post-infection was assessed by blind scoring (C). (D-E) At day 7 post infection, total BAL cells were quantified (D) and dissociated lung cells were recovered for flow cytometry analysis of Ly6C^+^ CD11b^+^ monocytes (E). Data (mean ± SEM, n = 4–6 per group) are representative of three separate experiments.

### Th2 cytokines are not altered by hResistin

Previous studies have shown that Th2 cytokines are critical in dampening the acute lung inflammation caused by *Nb* infection [8]. Additionally, studies from our group and others have shown that murine RELMα, which shares sequence identity and expression pattern with human resistin, suppresses Th2 cytokine responses in the lung [15], [16]. We therefore hypothesized that the exacerbated lung inflammation observed in the h*Retn*Tg^+^ mice was associated with reduced expression of Th2 cytokines or dysregulated RELMα expression. However, real-time PCR analysis of naïve or *Nb*-infected lung tissue from h*Retn*Tg^+^ or h*Retn*Tg^−^ mice revealed equivalent induction of RELMα and Th2 cytokines IL-4, IL-5 and IL-13 in both groups of mice (S1B Fig.). These data suggest that human resistin mediates exacerbated lung inflammation through a mechanism that is independent of Th2 cytokines and RELMα.

### Genome-wide transcriptional profiling reveals that global immune response pathways are triggered by hResistin

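Whole lung RNA was sequenced from mice that carry the human resistin gene (h*Retn*Tg+) and from control mice without it (h*Retn*Tg-), either naïve or at day 7 after infection with *Nippostrongylus brasiliensis* (*Nb*). There were 4 infected libraries of each genotype and 1 naïve library of each genotype, labelled as pooled, so naïve lungs had no replicates. The authors prepared directional libraries, aligned the reads with TopHat and counted and normalized reads per gene with QuasR in R Bioconductor, and the deposited table gives counts and RPKM. The counts assigned to genes summed to 27934428 in the h*Retn*Tg- naïve pool and 5698413 in the h*Retn*Tg+ naïve pool. Infected h*Retn*Tg- libraries 1 to 4 held 8228015, 21866847, 24764302 and 21546810 counts, and infected h*Retn*Tg+ libraries 1 to 4 held 12124415, 21143204, 11661414 and 21119905. The paper's stated depth counts total reads, a different measure, and the values here use the counts. Counts were normalized by TMM and tested with edgeR's quasi-likelihood test. Differentially expressed genes had a false discovery rate (FDR) of at most 0.05 and a fold change of at least 1.5, the paper's thresholds. A naïve pool was assumed to vary like the infected libraries.
Gene names were checked through the gene length printed in each row. Among genes with at least 1 count in all 10 libraries, that length equalled the exon length of the row's gene ID in 0.027% of cases, against 82.4% among genes with a 0 in at least 1 library. Numbers of genes were therefore taken over all genes without names. A gene is named only where it had a 0 in some library and a length within 10% of the reference, which left 1053 named genes with enough counts to test for infection. These are genes of low counts in at least 1 library, and they hold 0.102% of all counts together with the untested genes of checked ID. Genes of the Toll-like receptor lists and of the study's heat maps had no checked ID.
On the first principal component, with 49.7% of the variance, 3 libraries stood apart from the other 7. The h*Retn*Tg+ naïve pool scored 114.9, and infected h*Retn*Tg- libraries 1 and 2 scored 63.2 and 36.2. The other 7 libraries, infected and naïve, scored between -47.4 and -14.0. The second component, with 20.9% of the variance, put both naïve pools below every infected library. The h*Retn*Tg- and h*Retn*Tg+ naïve pools scored -59 and -40.1 on it, and infected libraries -16.3 to 51.9. Infected h*Retn*Tg- libraries 1 and 2 scored 51.9 and 39, so they did not lie with the h*Retn*Tg+ naïve pool there.

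**Figure D1:**
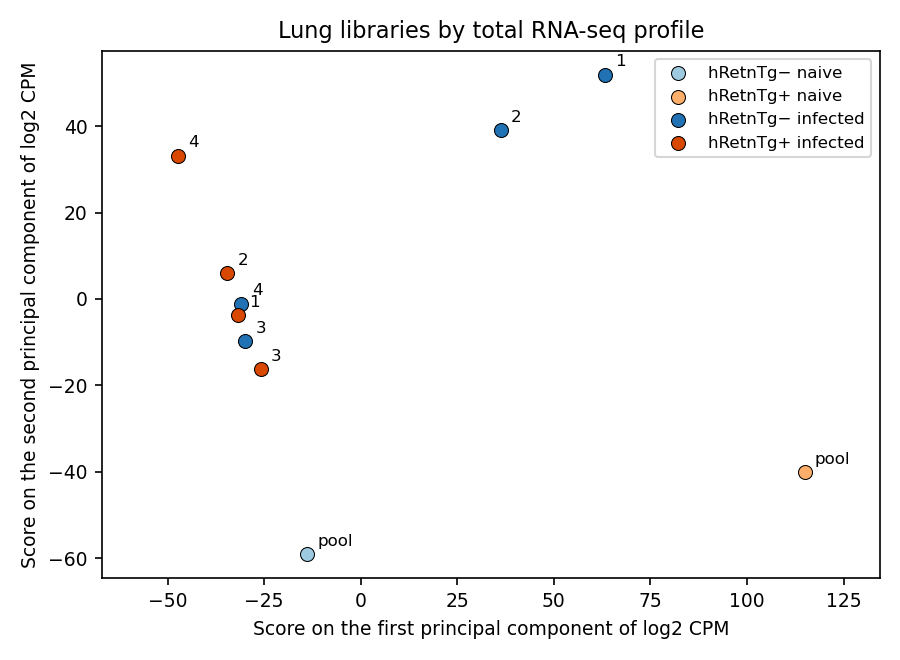
Scores of the 10 lung libraries on the first and second principal components of log2 CPM, over 19691 genes. Points are libraries, coloured by genotype and infection and numbered as replicates, with pool for the naïve libraries. The h*Retn*Tg+ naïve pool and infected h*Retn*Tg- libraries 1 and 2 lie at scores of 36.2 or more on the horizontal axis.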

For an unbiased approach to identify gene expression pathways that are associated with hResistin-mediated inflammation in the lung, RNAseq analysis was performed on naïve or day 7 *Nb-*infected lung tissue from h*Retn*Tg^+^ or h*Retn*Tg^−^ mice. 

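Infected h*Retn*Tg- lungs held transcripts of eosinophils and of type 2 immunity that were rare or not seen in the h*Retn*Tg- naïve pool. *Prg2*, which encodes the major basic protein of eosinophil granules, rose from 0 counts to 1.51 ± 0.293 CPM (SD, n = 4). It was at least 14.4-fold higher against a floor of 3 counts in the pool, in 4 of 4 libraries (FDR = 0.0175 from edgeR's quasi-likelihood test). *Chil4*, a chitinase-like protein made in type 2 inflammation, was at 62.6 ± 43.2 CPM (SD, n = 4) against 0.140 CPM in the pool and did not pass (FDR = 0.083 from the same test). *Rnase2a*, a ribonuclease of the eosinophil-associated family, was at 39.9 ± 25.2 CPM (SD, n = 4) against 0 counts (FDR = 0.0628 from edgeR). *Il13*, the type 2 cytokine, was at 1.92 ± 0.865 CPM (SD, n = 4) against 2 counts, a ratio of 27.4 with a 95% counting interval of 7.58 to 226 (FDR = 0.0949 from edgeR). *Chil4* and *Rnase2a* passed under 5 of 21 alternatives each, and *Il13* under 3 of 20. *Fxyd4*, called in h*Retn*Tg+ lungs below, had a log2 fold change of 4.89 (standard error 0.88, FDR = 0.0626 from edgeR) and passed under 6 of 21. *Chil4*, *Rnase2a* and the *Mcpt* genes have close paralogs that may share their reads.
Of 2 eosinophil genes tested, *Prg2* and *Ear6*, 1 rose over all genes tested and 2 when adjusted over the list alone. Of 5 mast cell and basophil genes, *Mcpt1*, *Mcpt2*, *Mcpt8*, *Fcer1a* and *Cd200r3*, 0 passed over all genes and 5 were higher adjusted over the list alone. The same held for 0 and 2 of the 2 type 2 cytokine genes, *Il13* and its decoy receptor *Il13ra2*, and for 0 and 2 of the 2 goblet cell genes, *Chil4* and *Retnlb*. In this order, 2 of 9, 5 of 14, 2 of 15 and 2 of 14 listed genes could be tested. Naming needed a 0 in some library, most often the h*Retn*Tg+ naïve pool, so these genes may be selected toward low counts in naïve lungs. Of all 19691 genes, 2365 had an unadjusted p under 0.05, a threshold close to that of adjusting over so few genes. These counts therefore do not test the lists. *Apoa4*, an apolipoprotein of the intestine, fell by 8.10 on the log2 scale (standard error 0.69, FDR = 0.00981 from edgeR), from 5.49 CPM to 0.0118 ± 0.0237 CPM (SD, n = 4). The other named genes that fell, chosen after their values were seen, were *Fabp2*, *Krt20* and *Reg3b*, also genes of intestinal epithelium, and *Gm10680*, which overlaps *Apoa4* (FDR = 0.0199, 0.0351, 0.0255 and 0.0233 from edgeR). Whether these genes fell in lung, or intestinal tissue was carried into the naïve pools, was left open.
Among these calls, *Prg2* did not pass under 5 of 20 alternatives (FDR up to 0.0846), *Apoa4* under 2 of 20, which were without infected h*Retn*Tg- library 2 (FDR = 0.119) and without h*Retn*Tg- libraries 1 and 2 (FDR = 0.0787), *Fabp2* under 2 of 20, *Gm10680* under 4 of 20, *Reg3b* under 5 of 20 and *Krt20* under 8 of 20.
Over all 19691 genes tested, 57 passed, 33 higher and 24 lower in infected lungs. DESeq2 called 471 genes, and edgeR called 331 when the h*Retn*Tg+ naïve pool took the place of the h*Retn*Tg- pool. Without infected h*Retn*Tg- libraries 1 and 2, a choice made after seeing the data, 28 genes passed. Leaving out single infected libraries gave 17 to 129 genes, the fewest without h*Retn*Tg- library 2 and the most without h*Retn*Tg+ library 4.

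**Figure D2:**
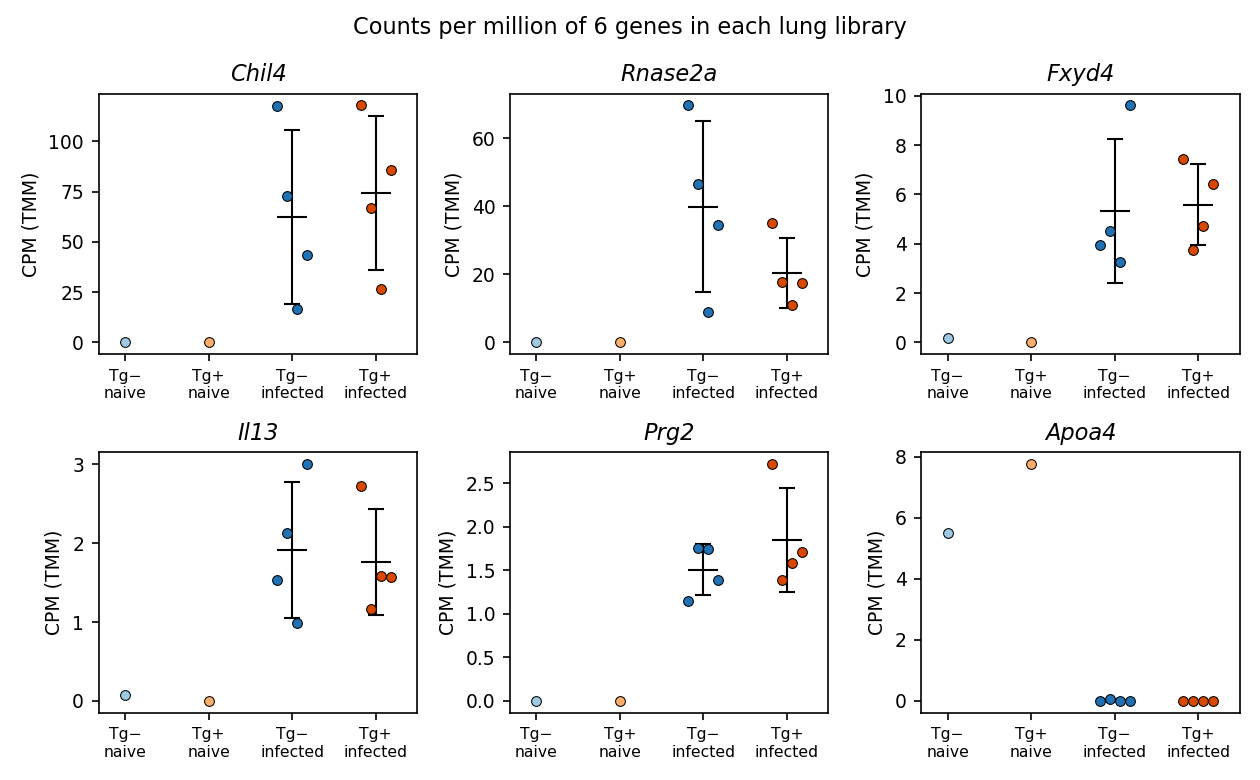
CPM after TMM normalization of 6 genes in each lung library, each on its own axis from 0. Points are libraries, horizontal marks with bars the mean and SD of 4 infected libraries, and each naïve group is 1 pool. *Apoa4* was at 5.49 and 7.77 CPM in the naïve pools and at most 0.0473 CPM in infected lungs.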

*Nb* infection resulted in global gene expression changes with 1662 genes upregulated by infection in the h*Retn*Tg^−^ mice, and a total of 2460 differentially expressed genes (DEG) (Fig. 4A, left). Interestingly, infection of h*Retn*Tg^+^ mice resulted in a greater number of genes upregulated (2805) with almost double the number of DEGs (4552) as h*Retn*Tg^−^ mice (Fig. 4A, middle). This suggests that hResistin has a significant impact on infection-induced gene expression changes in the lung. 

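In h*Retn*Tg+ lungs, some of the named genes of type 2 immunity passed the infection test. *Chil4* rose from 0 counts in the h*Retn*Tg+ naïve pool to 74.3 ± 38.2 CPM (SD, n = 4), at least 127-fold (FDR = 0.0267 from edgeR's quasi-likelihood test). *Rnase2a* rose from 1 count to 20.4 ± 10.3 CPM (SD, n = 4), a ratio of 105 with a 95% counting interval of 18.8 to 4140 (FDR = 0.0477 from edgeR). *Prg2*, *Il13*, the mast cell protease *Mcpt2* and the basophil receptor *Cd200r3* had 0 counts in that pool and were at least 3.17-, 3.01-, 2.17- and 2.87-fold higher (FDR = 0.0214, 0.0487, 0.032 and 0.0489 from edgeR). *Fxyd4*, a regulator of the sodium pump, rose at least 9.58-fold (FDR = 0.0238 from edgeR). Each of these 7 genes was higher in 4 of 4 infected libraries. Of the 5 mast cell and basophil genes, 2 rose over all genes tested and 3 when adjusted over the list alone. Of the 2 genes tested in each of the lists of type 2 cytokines, eosinophils and goblet cells, 1 rose over all genes tested and 2 when adjusted over the list alone. Of all 19691 genes tested, 7179 had an unadjusted p under 0.05 in this comparison, a threshold close to that of adjusting over 2 genes. *Apoa4* and *Apoa1*, apolipoproteins of liver and intestine, fell from 7.77 and 5.83 CPM to 0 counts in 4 of 4 libraries (FDR = 0.00657 and 0.0145 from edgeR). Intestinal tissue carried into the naïve pool was not excluded as the source of these 2 falls.
*Zfp65*, a zinc finger gene, was at 5.19 ± 0.889 CPM (SD, n = 4) in infected lungs against 0 counts in the h*Retn*Tg+ naïve pool (FDR = 0.0236 from edgeR). The h*Retn*Tg- naïve pool held 149 counts of it among 27934428, and the h*Retn*Tg+ pool 0 among 5698413. Over all settings its log2 fold change by infection in h*Retn*Tg+ lungs was 0 to 9.7, so the call rests on the 0 counts of the h*Retn*Tg+ pool. Several of these calls ended under other settings. *Cd200r3* did not pass under 12 of 20 alternatives (FDR up to 0.259), *Il13* under 11 of 20 (FDR up to 0.214) and *Rnase2a* under 10 of 21 (FDR up to 0.384), limma-voom, the h*Retn*Tg- naïve pool and the fits without h*Retn*Tg+ library 1, 2, 3 or 4 among them for each of these genes. *Zfp65* and *Mcpt2* did not pass under 6 alternatives each, *Chil4* under 5, *Fxyd4* under 4, *Apoa1* under 3 and *Prg2* under 2, while *Apoa4* passed under all 20 run for it. Genes could be named only where some library had 0 counts, which was most often this pool, so named genes are selected toward low counts in it.
Over all 19691 genes tested, 3101 passed, 1369 higher and 1732 lower in infected lungs. Of the 57 genes that passed in h*Retn*Tg- lungs, 45 also passed here in the same direction. Scaling by library size alone gave 1942 higher and 1079 lower. Against the h*Retn*Tg- naïve pool 47 genes passed, and against both pools as 1 group 316. Without infected h*Retn*Tg+ library 2, 702 genes passed, and without h*Retn*Tg+ library 1, 1213.

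**Figure D3:**
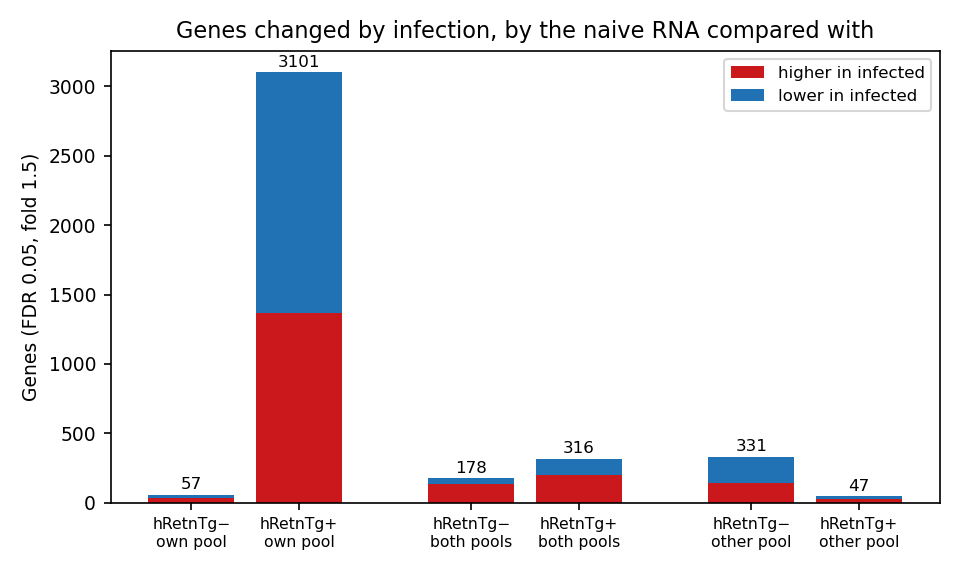
Numbers of genes changed by infection in lungs of each genotype, by the naïve RNA they were compared with. Red bars count genes higher and blue bars genes lower in infected lungs, and the number above each bar is their sum. h*Retn*Tg+ lungs gave 3101 genes against their own pool and 47 against the other pool.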

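The difference between the infection responses was tested for each gene as an interaction of genotype and infection. Among named genes of type 2 immunity, *Chil4*, *Il13*, *Prg2* and *Rnase2a* did not pass (FDR = 0.793, 0.638, 1 and 0.567 from edgeR's quasi-likelihood test). *Zfp65* did not pass either, at the lowest FDR of all genes tested (FDR = 0.0867 from edgeR), and it passed under 3 of 20 alternatives, with an FDR of 0.00269 to 0.598 over all 20. Over all 19691 genes, edgeR called 0, with 5867 at an unadjusted p under 0.05, limma-voom called 0 and DESeq2 called 2996. Without infected h*Retn*Tg- libraries 1 and 2, which stood apart from the other infected lungs, edgeR called 3117 genes, a choice made after seeing the data. From the larger number of differentially expressed genes in infected h*Retn*Tg+ mice, the paper proposes that hResistin affects the gene expression changes that infection brings about in the lung.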

To assess infection-induced genes that were differentially expressed in response to hResistin, we compared *Nb*-infected h*Retn*Tg^−^ with h*Retn*Tg^+^ mice (Fig. 4A, right). 

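Between infected h*Retn*Tg+ and infected h*Retn*Tg- lungs, the named genes of type 2 immunity did not pass the test. The log2 fold change of *Chil4* was 0.25 (standard error 0.56, FDR = 0.849 from edgeR's quasi-likelihood test) and that of *Il13* was -0.16 (standard error 0.39, FDR = 0.858 from edgeR). *Prg2* had a log2 fold change of 0.25 (standard error 0.28, FDR = 0.697 from edgeR). *Rnase2a* had a log2 fold change of -0.97 (standard error 0.53, FDR = 0.585 from edgeR). Of 374 named genes tested, 0 passed, and 6 had an unadjusted p under 0.05.
Over all 18210 genes tested in the 8 infected libraries, edgeR called 0 genes, with 1164 at an unadjusted p under 0.05 and a lowest FDR of 0.585. DESeq2 and limma-voom also called 0 genes at both thresholds, and DESeq2 called 1 at the FDR alone. In counts simulated for these libraries, the test recovered 54 of 100 genes changed 2-fold and 91 of 100 changed 4-fold. Genes were simulated independently, without shifts shared by whole libraries. Recovery in the real libraries, some of which stood apart, may be lower. The chi-square per gene between libraries of a group was 53.2 to 72.3 between infected h*Retn*Tg- libraries 1 and 2 and libraries 3 and 4, and 45.7 to 59.9 between infected h*Retn*Tg+ library 4 and the other h*Retn*Tg+ libraries. All other pairs within a group were at 8.08 to 14.8. Without h*Retn*Tg- libraries 1 and 2, a choice made after seeing the data, 0 genes passed and 315 had an unadjusted p under 0.05. Leaving out 1 library at a time, 0 genes passed and 392 to 2856 had an unadjusted p under 0.05, with 595 without h*Retn*Tg+ library 4, and 2856 and 2565 without h*Retn*Tg- library 3 and 4.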

We identified 540 genes upregulated in the h*Retn*Tg^+^ group and 441 genes downregulated for a total of 981 DEG. Gene set enrichment analysis revealed that the most significantly different gene ontology (GO) categories included the immune response, followed by the inflammatory response and defense response (Fig. 4B). Heatmap analysis revealed that almost all the GO-defined immune response genes and defense genes were upregulated in the h*Retn*Tg^+^ group, suggesting a potent immune-stimulatory function for human resistin. For example, the gene *Tnfrsf1b*, a receptor for the proinflammatory cytokine TNFα was highly upregulated in the h*Retn*Tg^+^ group. 

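The immune genes that could be named and had enough counts for the test between infected groups included those of eosinophils, mast cells, basophils, mucus and type 2 cytokines, and the chemokine *Ccl1*. Of 5 mast cell and basophil genes, 0 passed the test between infected h*Retn*Tg+ and infected h*Retn*Tg- lungs, and 4 had a positive log2 fold change. *Mcpt2*, with the lowest p of these, had a log2 fold change of 0.51 (standard error 0.31, FDR = 0.585 from edgeR's quasi-likelihood test). *Fcer1a*, a chain of the high-affinity IgE receptor, had a log2 fold change of 0.74 (standard error 0.50, FDR = 0.586 from edgeR). Of 2 eosinophil genes, 0 passed and 2 had a positive log2 fold change, with *Ear6* at 0.37 (standard error 0.50, FDR = 0.745 from edgeR). *Retnlb*, a mouse relative of resistin made by goblet cells, had a log2 fold change of 0.37 (standard error 0.44, FDR = 0.708 from edgeR). *Ccl1* had a log2 fold change of 0.48 (standard error 0.58, FDR = 0.718 from edgeR). None of these genes passed when adjusted over its list alone. Infected h*Retn*Tg- libraries 1 and 2, which stood apart from the other infected lungs, are among the 4 h*Retn*Tg- libraries of these tests. Of the 19 genes of the study's defense heat map, 0 had a checked ID.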

KEGG pathways were used to further specify the differentially expressed categories based on molecular interactions and functions (Fig. 4C). Specifically, two of the most upregulated pathways were chemokine signaling and TLR signaling. The chemokine signaling genes included *Ccr2* and *Cxcl10*, which are known to contribute to monocyte recruitment [31], [32]. Differentially expressed TLR signaling genes included *Irf7* and *Tlr4*, a previously identified receptor for hResistin [29]. We performed real-time PCR analysis of the naïve or infected lung tissue to validate the increased expression of some of the genes involved in TLR and chemokine signaling and observed significant upregulation of *Irf7*, *Ccr2* and *Cxcl10* in infected h*Retn*Tg^+^ mice compared to h*Retn*Tg^−^ mice (Fig. 4D). Additionally, we observed elevated TNFα in the serum of infected h*Retn*Tg^+^ mice (Fig. 4E), suggesting that hResistin promoted inflammatory cytokines systemically. In contrast, the pathways that were downregulated by hResistin were not associated with the immune response (S1 Table). Instead, we observed the downregulation of metabolic pathways such as arachidonic acid metabolism and oxidative phosphorylation. Both of these metabolic pathways have been associated with Th2 cytokine-activated alternatively activated macrophages [33], [34], which are protective in metabolic disorders such as insulin resistance or regulation of acute inflammation by Th2 cytokines [8], [35]. The downregulation of these protective pathways by hResistin are consistent with the exacerbated inflammation observed in h*Retn*Tg^+^ mice. Taken together, genome-wide transcriptional profiling and computational analysis suggest that hResistin initiates global gene expression changes in the *Nb*-infected lung tissue that contribute to increased TLR signaling and chemokines. These in turn promote a proinflammatory cytokine environment and exacerbated lung inflammation.

**Figure 4:**
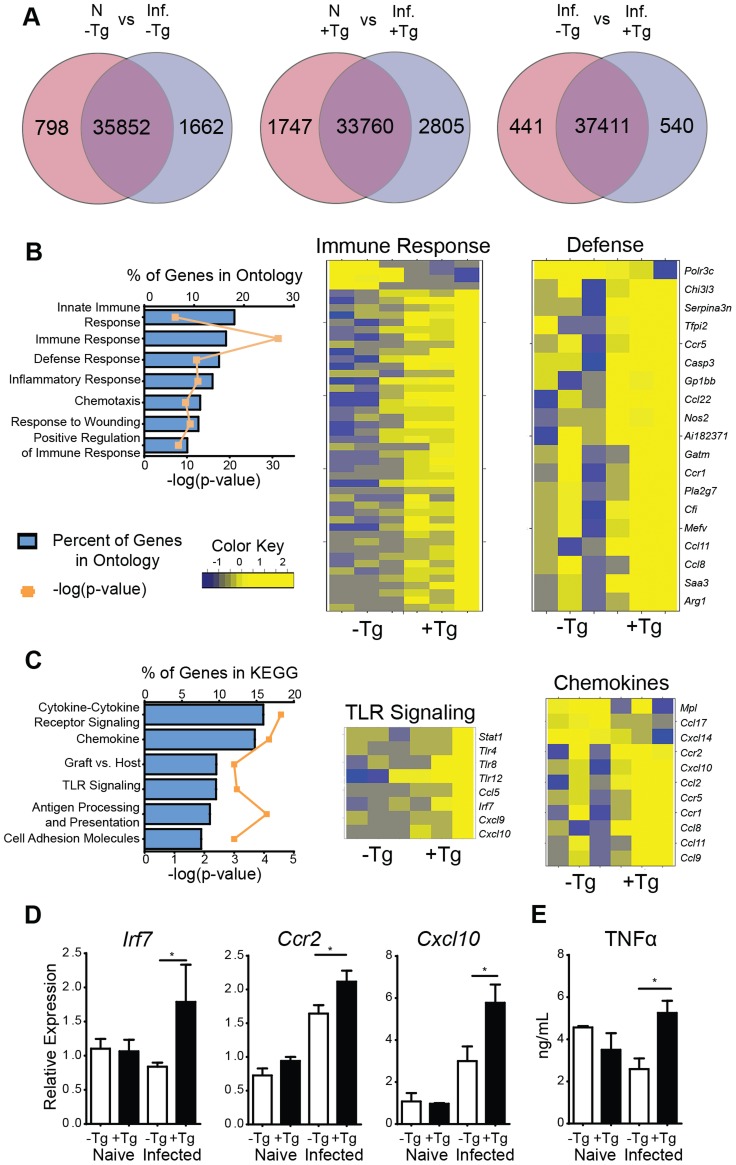
hResistin promotes type 1 inflammation, TLR signaling and chemokines. (A) Venn diagrams demonstrate infection-induced genes in h*Retn*Tg^−^ and h*Retn*Tg^+^ mice. (B-C) Enriched biological pathways induced by *hRetn* were identified by (B) Gene Ontology and (C) KEGG annotations and represented as a graph and heatmap. (D) h*Retn*-induced TLR signaling and chemokine genes were validated by real-time PCR analysis of lung tissue. (E) Serum TNFα was quantified by ELISA. Data (mean ± SEM, n = 3–4 per group) are representative of two separate experiments.

### hResistin recruits monocytes and promotes inflammatory gene expression *in vivo*

Given that *Nb* infection of h*Retn*Tg^+^ mice was associated with increased expression of monocyte attractant chemokines and monocyte infiltration of the lung, we hypothesized that human resistin directly stimulated the production of chemokines leading to recruitment of monocytes and the establishment of a proinflammatory cytokine environment. To test this *in vivo*, we treated naïve mice with PBS or recombinant human resistin intraperitoneally (i.p.) followed by examination of cell recruitment to the peritoneal cavity and gene expression analysis. Recombinant human resistin treatment led to the rapid and brief recruitment of Ly6C^+^CD115^+^ inflammatory monocytes at day 1 post-injection, followed by a return to the monocyte frequency observed in PBS-treated mice at day 2 and 3 post-injection (Fig. 5A). This recruitment of leukocytes is specific for inflammatory monocytes, as no other cell population was increased at day 1 post infection (S2 Table). In contrast, real-time PCR analysis revealed a gradual significant increase in genes associated with TLR-signaling and chemokines that occurred after the peak in monocyte recruitment, culminating at day 3 post injection (Fig. 5B). To test that the effects of hResistin were specific and not caused by potential LPS contamination of the recombinant protein, we performed a limulus test to measure endotoxin levels in the recombinant protein. The endotoxin levels in the concentration of hResistin used were below the limit of detection of the assay. However, as a more appropriate control, we injected mice with LPS at the limit of detection of 1.5pg/mL. In comparison to LPS treatment, hResistin induced monocyte recruitment and proinflammatory gene expression (S2 Fig.), suggesting that hResistin effects were independent of LPS. Overall, this data corroborates the timing of *Nb* infection, as we see an increase in hResistin expression at day 3 post-infection (see Fig. 1A), with a subsequent increase in proinflammatory cytokines by day 7 post-infection (see Fig. 4).

**Figure 5:**
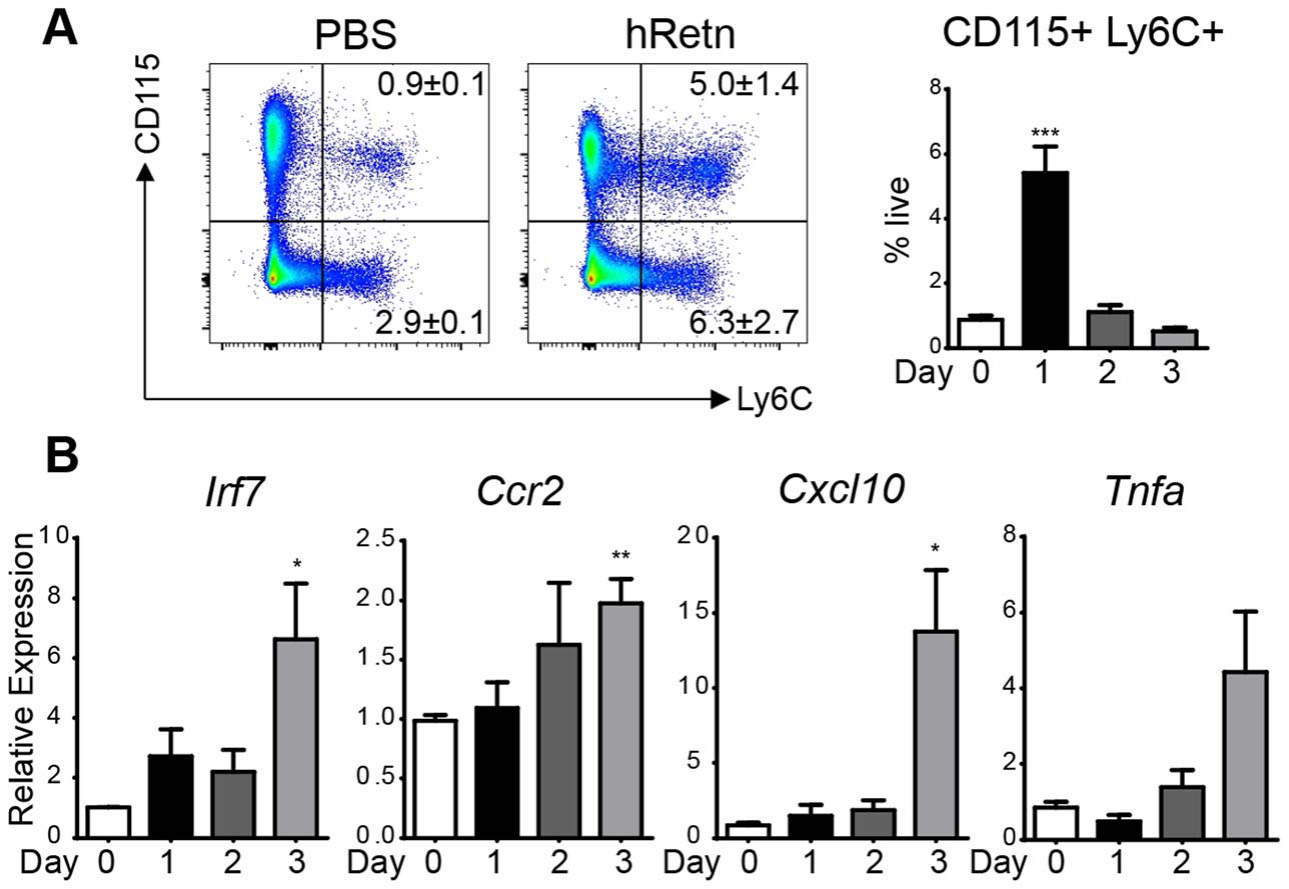
hResistin recruits inflammatory monocytes. (A-B) Naïve BL/6 mice were treated with recombinant human resistin (500 ng) followed by flow cytometry analysis of CD115^+^ Ly6C^+^ inflammatory monocytes (A) and real-time PCR analysis of PEC RNA (B). Data (mean ± SEM, n = 3 per group) are representative of two separate experiments.

### Monocytes and neutrophils are the main cellular targets of hResistin during *Nb* infection

In both *Nb* infection and treatment with recombinant hResistin, we observed increased monocyte responses, however, whether monocytes are the direct cellular target of hResistin in *Nb* infection is unclear. To examine this, we performed a resistin binding assay on dissociated lung cells from *Nb*-infected mice according to previously established methodologies from the lab [15]. Cells were incubated with recombinant hResistin or PBS, followed by detection with biotinylated anti-hResistin antibody. Compared to control PBS, hResistin preferentially bound lung monocytes with a distinct population of hResistin-bound monocytes (Fig. 6A, 13.2%). Further characterization of the hResistin-bound cells confirmed that monocytes constituted the highest proportion of resistin-bound cells (57.8%) followed by neutrophils (21.5%) and alveolar macrophages (15%) (Fig. 6B). The other cell-types examined, including eosinophils (SiglecF^+^CD11c^−^), T Cells (CD3^+^), dendritic cells (MHCII^hi^ CD11c^+^) and interstitial macrophages (MHCII^mid^ CD11b^+^), did not exhibit significant binding to hResistin, confirming that the hResistin binding assay was specific.

**Figure 6:**
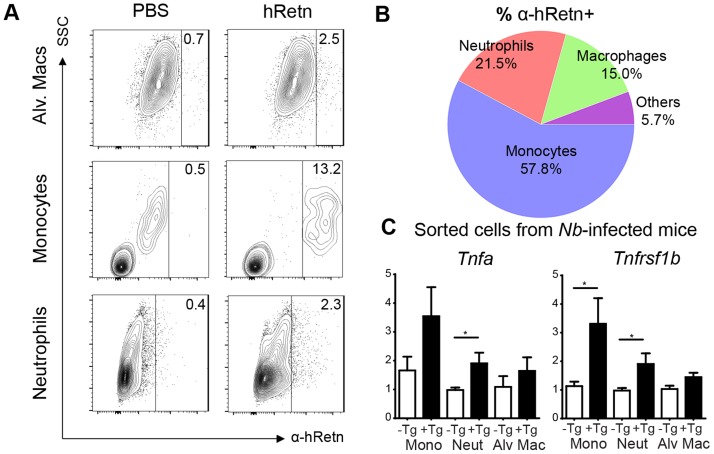
Monocytes and neutrophils are the main cellular targets of hResistin during *Nb* infection. (A-B) Lung cells from *Nb*-infected mice were incubated with recombinant hResistin followed by detection with α-hRetn to determine which cells can bind hResistin compared with control PBS (A). Surface expression of the hResistin-bound cells identified monocytes as the main cell-type that bound hResistin (B). (C) Sorted lung cells from *Nb*-infected h*Retn*Tg^−^ and h*Retn*Tg^+^ mice were analyzed for proinflammatory gene expression by real-time PCR. Data (mean ± SEM, n = 3–4 per group) are representative of two separate experiments.

To assess the functional consequence of hResistin binding for expression of proinflammatory cytokines, we performed cell sorting of the lungs of *Nb-*infected h*Retn*Tg^+^ and h*Retn*Tg^−^ mice for monocytes (CD11b^+^ Ly6C^+^), neutrophils (CD11b^+^ Ly6G^+^) and alveolar macrophages (CD11c^+^ F4/80^+^) (Fig. 6C). Real-time PCR analysis for inflammatory genes *Tnfa* and *Tnfrsf1b* revealed that monocytes from the *hRetn*Tg^+^ mice exhibited the highest expression of proinflammatory genes, followed by neutrophils. In contrast, alveolar macrophages did not exhibit hResistin-mediated increases in proinflammatory gene expression. Together, these data implicate inflammatory monocytes and neutrophils as the cellular targets of hResistin-mediated expression of proinflammatory genes.

### h*Retn*Tg^+^ mice exhibit increased *Nb* egg and worm burdens

In human studies, a type 1 skewed immune response during helminth infection has been correlated with increased susceptibility to gastrointestinal nematode infection [36]. Additionally, mice deficient in TLR-4 are highly resistant to the gastrointestinal nematode, *Trichuris muris* [13]. We hypothesized that the type 1 proinflammatory environment and the increased TLR-4 signaling mediated by human resistin might therefore impair intestinal immunity to *Nb*. To this end, we monitored the time course of *Nb* colonization in the small intestine of h*Retn*Tg^+^ and h*Retn*Tg^−^ mice by assessing the parasite egg burdens in the feces followed by sacrifice of the mice at day 9 post-infection. Throughout the course of infection, h*Retn*Tg^+^ mice exhibited more than two-fold increases in parasite egg burdens (Fig. 7A). At day 9 post-infection, the majority of the h*Retn*Tg^−^ mice had expelled the *Nb* worms whereas the h*Retn*Tg^+^ mice had an average of 100 worms in the small intestine (Fig. 7B). In addition to infection-induced resistin expression in the small intestine (see Fig. 1), we examined if systemic hResistin expression could be predictive of higher worm burden. Analysis of serum human resistin levels in infected h*Retn*Tg^+^ mice from 3 combined experiments and a total of 12 mice revealed a significant and positive correlation between systemic human resistin expression and intestinal parasite burden (Fig. 7C). Overall, these data suggest that *Nb* parasites induce hResistin infection locally and systemically, adversely affecting parasite expulsion.

**Figure 7:**
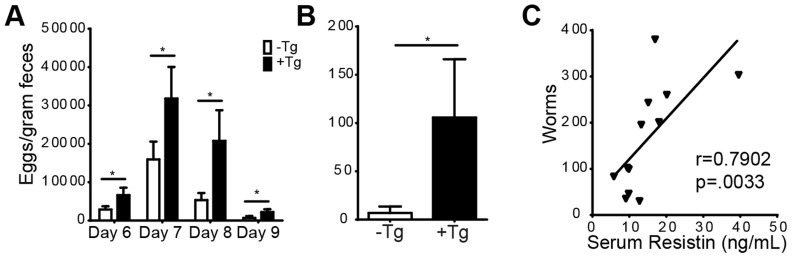
h*Retn*Tg^+^ mice are more susceptible to *Nb* infection. (A-B) h*Retn*Tg^+^ mice (black bars) and control h*Retn*Tg^−^ mice (white bars) were infected with 500 L3 *Nb* worms followed by parasitology analysis by fecal egg counts (A) or adult parasite numbers in the intestine at day 9 (B). Data (mean ± SEM, n = 4–6 per group) are representative of three separate experiments. (C) Serum hResistin concentration in h*Retn*Tg^+^ mice is positively correlated with *Nb* worms at day 7 post-infection (n = 12).

### Murine resistin does not affect *Nb*-induced inflammation or parasite burden

Given that human resistin caused dramatic effects in the immune response to *Nb*, we investigated if murine resistin mediated similar inflammatory effects. *Nb* infection of wild-type (WT) C57BL/6 mice did not induce murine resistin in the infected tissue, and we observed no difference in weight loss or parasite burdens between WT and m*Retn* ^−/−^ mice (S3 Fig.). It is likely that the difference in expression pattern between murine resistin, which is expressed in adipose tissue, and human resistin, which is expressed by monocytes/macrophages, accounts for the functional differences between murine and human resistin during helminth infection. Taken together, we have identified a unique function for human resistin in promoting type 1 inflammation and impeding parasite clearance during *Nb* infection.

### Resistin is upregulated in human soil-transmitted helminth infection and is positively correlated with proinflammatory cytokines

STH are the most widespread helminth infection in humans, affecting an estimated 1 billion people worldwide. In many of these cases, environmental and economic factors promote high rates of co-infection with various parasites and reinfections by STH [37]. As *Nb* is an STH, we sought to investigate the clinical significance of our findings in the h*Retn*Tg^+^ mouse model. We compared serum collected from STH-infected school children resident in Ecuador (age 5–15, average 9 years) to uninfected, endemic normal school children from the same cohort [38]. The cohort included 49 infected and 51 uninfected school children. Within the infected cohort, all were infected with *A. lumbricoides*, many were infected with *T. trichiura*, and only a few were infected with *A. duodenale*, showing that *A. lumbricoides* was the most prevalent STH in that region [38]. Consistent with the h*Retn*Tg^+^ mouse model, infected individuals exhibited significantly increased expression of resistin compared to uninfected children (Fig. 8A). Given our previous observation that human resistin initiated a proinflammatory cytokine environment and impaired parasite expulsion following *Nb* infection, we tested if serum resistin expression was predictive of increased parasite burden or proinflammatory cytokine expression in the infected school children. We observed a significant and positive correlation between serum resistin expression and the *A. lumbricoides* egg burden (alepg) in the feces (Fig. 8B, left). Next, we performed luminex assays to measure the concentration of multiple cytokines in the serum. We chose proinflammatory cytokines (e.g. TNFα, CCL2, IL-6), which were initially identified in the h*Retn*Tg^+^ mouse model, and other factors that have been associated with helminth-associated morbidity for a total of 11 analytes. We observed that elevated TNFα serum levels were associated with increased parasite egg burdens in the feces (Fig. 8B, right). Given our transgenic mouse studies showing that resistin directly promotes TNFα expression, we hypothesized that helminth-induced resistin expression in the infected children promoted a proinflammatory cytokine environment that was responsible for impaired parasite clearance. We tested associations between serum resistin and proinflammatory cytokines, and observed a significant positive correlation between resistin and IL-6, CCL2 and TNFα (Fig. 8C), and other proinflammatory cytokines (Table 1). Interestingly, higher resistin levels also correlated with a higher concentration of wound healing factors, such as Chi3l1 and VEGF (Table 1), reflecting the RNAseq data (see Fig. 4). Overall, these results support our findings from the h*Retn*Tg^+^ mouse model, and confirm that our mouse model can be appropriately applied to human helminth infections.

**Figure 8:**
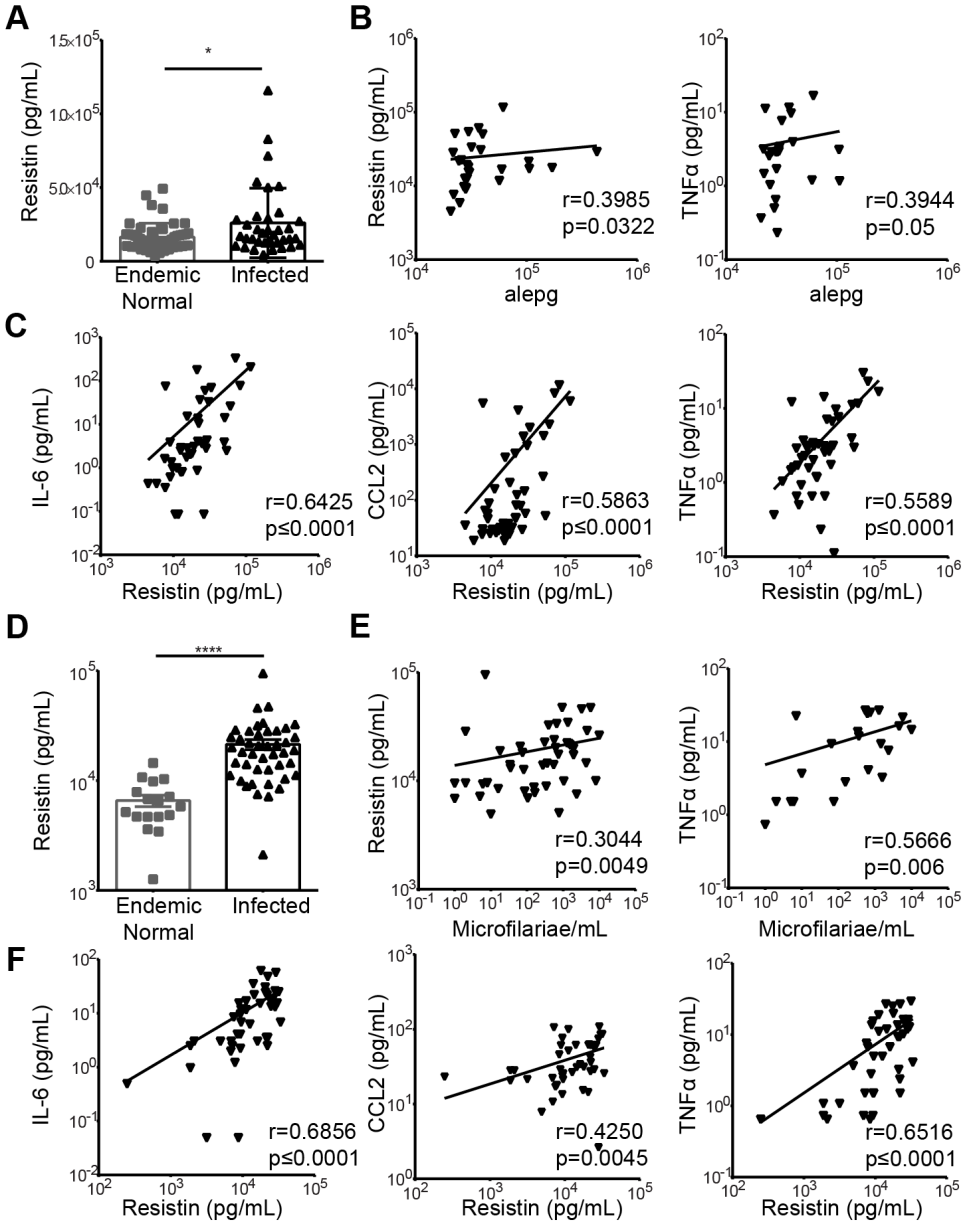
Expression of resistin in human patients infected with STH or filarial nematodes. (A) Serum resistin from uninfected (n = 51) or STH-infected children (n = 49) was measured. (B) The fecal egg burdens in infected children was quantified as *A. lumbricoides* eggs per gram feces (alepg) and plotted against serum resistin and TNFα. (C) Proinflammatory cytokines were positively correlated with resistin in the serum of STH-infected children. (D) Serum from uninfected endemic normal individuals (n = 17) or patients infected with *Wuchereria bancrofti* (n = 44) was analyzed by ELISA for resistin. (E) In infected individuals, a positive correlation was observed between the circulating microfilariae and resistin or TNFα. (F) Proinflammatory cytokines were positively correlated with resistin levels in the serum of infected patients.

**Table 1:** Many inflammatory factors are positively correlated with resistin in humans infected with soil-transmitted helminths or filarial nematodes.

	STH Infection		Filarial Nematode Infection	
	Spearman rho	P-value	Spearman rho	P-value
**Chi3l1**	***0.4825***	***0.0005***	0.0302	0.8475
**VEGF**	***0.4184***	***0.0031***	***0.3751***	***0.0132***
**IL-1α**	***0.4034***	***0.0120***	0.2439	0.1196
**IFNγR1**	***0.2699***	***0.0636***	***0.5809***	***≤0.0001***
**IFNγ**	0.3913	0.1491	0.1383	0.3763
**IL-6Rα**	0.0953	0.5193	***0.4369***	***0.0034***
**VCAM1**	0.0670	0.6510	0.2497	0.1108
**Leptin**	−0.0048	0.9740	0.1640	0.2933

### Resistin expression is elevated in human filarial nematode infection

Given that we have previously observed the induction of RELM proteins in various helminth infections of mice [17], [39], [40], we hypothesized that human resistin expression may be an indicator of multiple helminth infections. After STH infections, filariasis is the second most prevalent nematode infection, affecting an estimated 120 million people worldwide [1]. We examined serum samples collected from 44 filarial-infected individuals and 17 non-infected endemic normal individuals from the *Wuchereria bancrofti*-endemic island of Mauke in the south Pacific, where levels of circulating microfilariae were previously quantified in the blood [41], [42]. We observed that circulating resistin levels were increased in infected microfilaremic individuals by almost three-fold compared to the non-infected endemic normal population (average 6749 pg/mL in endemic normal versus 21361 pg/mL in infected individuals) (Fig. 8D). Microfilarial counts were also positively associated with resistin and TNFα (Fig. 8E). Finally, elevated resistin was associated with higher concentration of IL-6, CCL2 and TNFα (Fig. 8F) and inflammatory factors (Table 1), suggesting that the resistin/proinflammatory cytokine immune axis we identified in mice is also present in human nematode infections. Protective immunity to helminths is typically associated with type 2 cytokine responses [43], therefore we investigated if resistin expression was inversely correlated with parasite-specific type 2 immune responses in the microfilarial-positive patients. There was no significant correlation between resistin expression and parasite-specific antibody titers of the Th2-associated isotype IgG4, nor did we observe significant correlations with IL-5 or IL-10 cytokine production (S3 Table). This suggests that the downstream effects of resistin are independent of type 2 cytokines, and instead involve proinflammatory cytokine induction. Taken together, these human studies support a model where resistin is an innate response to multiple helminths that is correlated with elevated inflammatory cytokines and impaired parasite clearance.

## Discussion

Some of the earliest studies of RELM proteins identified these as potently induced genes in mouse helminth infection models [39]. Optimal expression of RELMα and RELMβ in helminth infection is dependent on Th2 cytokines [39], [44]. Recent studies, however, have reported that other stimuli, such as bacterial infections and presumably LPS, can induce RELMα and RELMβ gene expression [45], [46]. Similarly, human resistin expression is induced in a variety of inflammatory settings including endotoxemia, metabolic disorders and cancer [25], [27], [47]. However, the function of human resistin in infection has not been defined. Here, we combined studies utilizing a transgenic mouse model and human data to demonstrate that human resistin is induced following both STH and filarial nematode infection, where it promotes a proinflammatory cytokine environment. In the mouse model, the effects of resistin were detrimental to the host, and data from both the mouse and human studies demonstrated a positive correlation between resistin, proinflammatory cytokines and parasite burdens.

Previous studies showed that resistin mRNA was upregulated in macrophages from filarial-infected patients following exposure to filarial antigen [48], [49]. In h*Retn*Tg^+^ mice and the serum of STH and filarial nematode-infected individuals, we demonstrate that resistin protein is significantly elevated in the infected tissue and systemically in the circulation. Although many studies have shown that LPS can induce resistin expression both *in vitro* and *in vivo*, our data implicates resistin expression as a common innate response to multiple helminth infections. This suggests that hResistin is not only functionally relevant during type 1 inflammatory settings induced by bacterial antigens or metabolic disorders, but may have functional consequences during a Th2-biased helminth immune response.

Human resistin did not significantly alter the Th2 cytokine gene expression, or associated Th2 cell activation. Instead, we demonstrate through genome-wide transcriptional profiling and functional studies that resistin promoted the recruitment of inflammatory monocytes and the establishment of an innate proinflammatory cytokine environment, including increased expression of TLR-signaling associated genes and monocyte chemoattractants. This is consistent with previous *in vitro* studies utilizing human monocyte/macrophages [50]–[52]. In a co-culture system with endothelial and smooth muscle cells, resistin induced the expression of monocyte chemoattractants including CCL2, which led to increased monocyte migration [53]. Given that *Nb* infection of the lung causes dramatic injury and hemorrhage (see Fig. 2), it is likely that there is activation of endothelial and smooth muscle cells to produce monocyte chemoattractants. Indeed, lung monocyte infiltration in the h*Retn*Tg^+^ mice was associated with significantly elevated expression of CCL2, and serum resistin concentration in both STH and filarial nematode-infected individuals was positively correlated with CCL2. Interestingly, *in vivo* treatment of naïve mice with recombinant resistin led to rapid monocyte recruitment that preceded increased expression of monocyte chemoattractants. This suggests that monocytes are directly recruited by resistin and in turn begin to express chemokines as part of a positive feedback loop to increase inflammation.

Previous studies have identified several putative receptors for human resistin *in vitro*, including TLR-4 and CAP1, which can also induce NF-κB dependent induction of proinflammatory cytokines TNFα, IL-6 and IL-1β [29], [52], [54]. Our RNA sequencing studies revealed that human resistin promoted expression of TLR-4 (and other TLRs), but not CAP1. Additionally, direct injection of recombinant human resistin in naïve mice resulted in a marked increase in inflammatory genes downstream of TLR signaling, including IRF7. This suggests that resistin may act through TLR-4 and not CAP1 during *Nb* infection, and the importance of CAP1 in resistin-mediated effects may be more significant in metabolic disorders.

Altogether, our data suggest that resistin expression could have significant implications for the disease outcome of helminth-infected individuals. In humans, increased resistin expression could be predictive of impaired immunity to helminths or exacerbated inflammation following infection. Recent studies have shown that filarial nematode and STH-infected individuals demonstrate increased circulating microbial products [55], [56]. It is possible that this endotoxemic phenotype promotes resistin expression, which in turn acts to increase the proinflammatory cytokine environment. In filarial nematode infection, the establishment of chronic infections typically involves the downmodulation of innate and adaptive immune responses [57]. Therefore, it is somewhat surprising that there was a significant and positive correlation between microfilarial burdens, resistin and proinflammatory cytokines in the chronically-infected patients. It is possible that the resistin-mediated effects on proinflammatory cytokines operate independently of regulatory mechanisms such as regulatory T cells and IL-10 that also contribute to chronicity of infection. One debilitating consequence of filarial nematode infections is the development of lymphatic dysfunction, lymphedema and ultimately elephantiasis. This pathology has been associated with elevated TLR signaling [12], and resistin may initiate this by overcoming the suppressive mechanisms that typically occur in filarial infections. Although there were not sufficient filarial nematode-infected individuals with lymphatic pathology in our cohort to test this hypothesis, our data suggest that future studies examining resistin correlation with lymphatic pathology may be warranted. Additionally, our studies of the transgenic mouse model and STH-infected children have provided a useful framework for longitudinal studies to examine whether high resistin expression leads to an increased likelihood of infection with STH. In summary, our studies contribute to the growing evidence of the pleiotropic effects of human resistin in several human diseases, and demonstrate a critical function for this protein in helminth infection. We show that expression of human resistin in mice recruits inflammatory monocytes to the site of infection, promotes type 1 inflammation, and is correlated with increased STH and filarial nematode burden in humans. To our knowledge, this is the first report of the ability of the human resistin to impair immunity to helminths and promote inflammatory responses that may mediate pathology. Targeting resistin may therefore provide new approaches to host-directed treatment strategies for helminth infection and amelioration of the associated immune-mediated pathology.

## Materials and Methods

### Mice

Human resistin transgenic mice (h*Retn*Tg^+^) were generated as previously described by Mitchell Lazar [26]. Briefly, the human resistin gene, along with 21,300 bp upstream and 4,248 bp downstream of the human resistin start site, were engineered through a bacterial artificial chromosome. h*Retn*Tg^−^ mice were backcrossed onto WT C57BL/6 mice bred in house to generate mRetn^−/−^ mice. In the resistin binding assay, CX3CR1^GFP^PGRP^dsred^ mice were used as reporters for monocytes and neutrophils respectively [58]. Recombinant human resistin (Peprotech) was used for *in vivo* intraperitoneal injections (500 ng/mouse at days -1 and/or day -3). In some experiments, mice were also treated intratracheally with 500 ng hResistin. Cells from the peritoneal cavity were recovered at 24, 48, and 72 hours and analyzed by flow cytometry and real-time PCR. Recombinant hResistin was tested for endotoxin contamination using the Pierce *Limulus* Amebocyte Lysate assay (Thermo Scientific) according to manufacturer's instructions under sterile conditions. For controls, mice were injected i.p. with PBS or the limit of detection concentration of LPS (1.5pg/mL). All animals in the experiment were age-matched (6–10 week old) and gender-matched, and housed five per cage under ambient temperature with 12 hour light/dark cycle.

### Infection

*Nippostrongylus brasiliensis* (*Nb*) life cycle was maintained in Sprague-Dawley rats purchased from Harlan Laboratories. Mice were injected subcutaneously with 500 *Nb* third-stage larvae (L3) and sacrificed at days 2, 7 and 9 post-infection. Eggs in the feces of infected mice were counted using a McMaster counting chamber on days 6–9 following infection. Adult worms within the small intestine were enumerated after the entire small intestine of infected mice was cut longitudinally and incubated in PBS at 37°C for >1 hr to allow worms to migrate out of the tissue.

### Cytokine Quantification

For sandwich ELISA, Greiner 96-well medium bind plates were coated with primary antibody to cytokines (Peprotech) overnight at room temperature. After blocking the plates with 5% NCS in PBS for 1 hr, sera or tissue homogenates were added at various dilutions and incubated at room temperature for 2 hr. Detection of cytokines was done with biotinylated antibodies for 2 hr, followed by incubate with streptavidin-peroxidase (Jackson Immunobiology) for 30 min. The peroxidase substrate TMB (BD) was added followed by addition of 2N H_2_SO_4_ as a substrate stop, and the optical density (OD) was captured at 450 nm. Samples were compared to a serial-fold dilution of recombinant cytokine.

### Human Studies

Serum and feces were collected from uninfected (n = 51) or STH-infected school children (n = 49) and helminth eggs in the feces were quantified by a modified Kato Katz or formol-ether concentration protocol [38]. For filarial-infected individuals, blood was collected and circulating microfilariae were previously quantified through filtration of 1 mL of whole blood into a Nucleopore 3 µm polycarbonate filter as previously described [41]. The patient group consisted of *Wuchereria bancrofti*-infected patients (n = 44) from the Cook island of Mauke and endemic normal individuals (i.e. those with no history of filarial infection at time of collection, n = 17). Custom Luminex assay kits (analytes TNFα, Chi3l1, IL-6Rα, MCP2, Leptin, VCAM1, IL-6, VEGF, IFNγ, IL-1α, IFNγR1) from R&D Systems were run according to manufacturer's instructions and quantified on Luminex 200 (Luminex Corp.).

### Real-time PCR

Tissue recovered for RNA extraction was first incubated overnight in RNAlater (Qiagen) at 4°C. Tissue RNA was extracted with Trizol and RNA from cells was extracted on RNeasy columns (Qiagen). iScript Reverse Transcriptase (Biorad) was used for cDNA synthesis. Relative quantification of cDNA was measured by real-time PCR using the Biorad CFX Connect. Primer sequences for real-time PCR are: *Ccl2* F-TGGCTCAGCCAGATGCAGT, R-TTGGGATCATCTTGCTGGTG; *Cxcl10* F-GCCGTCATTTTCTGCCTCA, R-CGTCCTTGCGAGAGGGATC; *Ccr2* F-TCAACTTGGCCATCTCTGACC, R-AGACCCACTCATTTGCAGCAT; *Irf*7 F-CAGCGAGTGCTGTTTGGAGAC, R-AAGTTCGTACACCTTATGCGG. All other primers were purchased from Qiagen. Ensembl ID for each gene: *Irf7* (ENSMUSG00000025498), *Ccr2* (ENSMUSG00000049103), *Tnfa* (ENSMUSG00000024401), *Cxcl10* (ENSMUSG00000034855), *Tnfrsf1b* (ENSMUSG00000028599), *Retnla* (ENSMUSG00000061100), *Il-4* (ENSMUSG00000000869), *Il-5* (ENSMUSG00000036117), *Il-13* (ENSMUSG00000020383).

### RNA Sequencing

RNA was originally extracted using Trizol reagent, and further purified on RNeasy columns (Qiagen). A total of 3 µg of RNA was used in synthesis of RNA library for sequencing, with periodic analysis of RNA and cDNA quality on the 2100 BioAnalyzer (Agilent Technologies). cDNA libraries from whole lung RNA were made using NEB ultra-directional RNA library kit with multiplexing primers. Multiplexed samples were sequenced on Illumina 2000 at the University of California, Riverside Genomics Core. Once sequenced, samples had 10–30 million total reads. Upon indexing and alignment through TopHat, read counts and normalization was done with R Bioconductor. Differentially expressed genes (DEGs) were defined in our study as being infection-induced, with a 1.5x fold change (h*Retn*Tg^+^ infected vs h*Retn*Tg^−^ infected), false discovery rate ≤0.05, and a p-value ≤0.05. Raw data was normalized and analyzed using QuasR package on R Bioconductor. DEGs were then categorized by DAVID Functional Annotation Tools using Gene Ontology Enrichment Terms and KEGG Pathways. RNA-seq dataare available on GEO (accession number GSE60537).

### Histology

Lungs were inflated with 1 mL 1 part 4% PFA/30% sucrose and 2 parts OCT and stored overnight in 4% PFA at 4°C. After 24 hours, lungs were removed from 4% PFA and incubated another 24 hours in 30% sucrose. Lungs were then blocked in OCT and sectioned at 8 µm. H&E-stained lung sections were blindly scored on a 1–5 scale with 5 being the most severe score of pathology using criteria of leukocyte infiltration (1–5) and vascular inflammation/endothelial cell hyperplasia (1–5) for a total score out of 10. Scoring of the lung section was based on the following: 1 – absent, 2 – slight, 3 – moderate (covering up to 5% of total area), 4 – marked (>5% and <10% of total area), and 5 – severe (covering ≥10% of total area). For immunofluorescence staining, sections were incubated with rabbit anti-hResistin (1∶400, generated by Mitchell Lazar), biotinylated *Griffonia simplicifolia* lectin (1∶400, Vector Laboratories) overnight at 4°C. Sections were incubated with appropriate fluorochrome-conjugated secondary antibodies for 2 hours at 4°C and counterstained with DAPI. Sections were visualized under a Leica microscope (DM5500 B) and Volocity software (PerkinElmer) was used to quantify number of hResistin^+^ and DAPI^+^ cells.

### Flow Cytometry

Lung tissue was cut up, incubated in 30 µg/mL DNAse and 1 mg/mL collagenase for 30 minutes in a 37°C shaking incubator and passed through a 70 µm cell strainer to generate single cell suspensions. BAL cells were recovered through washing with 3 mL of ice cold PBS. Peritoneal exudate cells (PEC) were recovered in a total of 5 mL of ice cold PBS. For flow cytometry, lung, BAL and PEC were blocked with 0.6 µg Rat IgG and 0.6 µg αCD16/32 (2.4G2, 5′), stained for 25′ with antibodies for SiglecF (E50-2440), Ly6G (1A8), MHCII (M5/114.15.2) all from BD Biosciences; F4/80 (BM8), CD115 (AFS98), Ly6C (HK1.4), CD3 (17A2), CD11b (M1/70), CD11c (N418) all from eBioscience, Affymetrix; CD4 (RM4-5 from Invitrogen). Cells were then washed and analyzed on the LSRII (BD Bioscience), followed by data analysis using FlowJo v10 (Tree Star Inc.). Cells were sorted by flow cytometry using FACSAria (BD Bioscience), and re-analyzed for purity on the LSRII (BD Bioscience).

### hResistin Binding Assay

Dissociated lung cells were collected from *Nb* infected mice and washed with FACS buffer prior to 1 hour incubation with 0.5 µg recombinant hResistin (Peprotech) or PBS for control. Cells were washed 2X in FACS buffer, incubated with Fc block (αCD16/32, 15′), stained with biotinylated αhRetn (Peprotech, 30′), followed by detection with BV421-conjugated streptavidin (BD Biosciences, 30′).

### Statistical Analysis

All statistics were analyzed by Graphpad Prism using where appropriate the student's t-test (for normal distribution data), Mann-Whitney nonparametric test (for asymmetric distribution data), two-way ANOVA (for analysis of more than one experiment), or nonparametric spearman correlation (for correlation analysis). *, p≤0.05; **, p≤0.01; ***, p≤0.0001.

### Ethics Statement

All protocols for animal use and euthanasia were approved by the University of California Riverside Institutional Animal Care and Use Committee (https://or.ucr.edu/ori/committees/iacuc.aspx; protocol A-20120023B and A-20120024E), and were in accordance with National Institutes of Health guidelines. Animal studies are in accordance with the provisions established by the Animal Welfare Act and the Public Health Services (PHS) Policy on the Humane Care and Use of Laboratory Animals. For the human studies, protocols were approved by the Cook Islands government and the NIAID Institutional Review Board for the Cook Islands study, and by the Ethics Committees of the Universidad San Francisco de Quito and the Hospital Pedro Vicente Maldonado for the Ecuador study. Samples were collected following the informed written consent of the patient or parent of the school children. Multiplex cytokine assays and resistin ELISAs were performed at UCR with the approval of the University of California Riverside Institutional Review Board (HS-13-134 and HS-14-048).

## Supporting Information

S1 Fig **Analysis of BAL cells and Th2 immune responses in** ***Nb*** **-infected h** ***Retn*** **Tg^−^ and h** ***Retn*** **Tg^+^ mice.** (A-B) Flow cytometric analysis of BAL cell populations (A) and real-time PCR analysis of *Retnla* and Th2 cytokines normalized to *Gapdh* (B) were performed on lung tissue from naïve or day 7 *Nb*-infected mice. Alv. Mac, alveolar macrophages. Data (mean ± SEM, n = 3–6 per group) are representative of three separate experiments.
(TIF)

S2 Fig **Effects of recombinant hResistin are independent of potential LPS contamination.** Naïve mice were treated i.p. with 500 ng recombinant hResistin or 0.15 pg LPS. (A-B) PECs were recovered at day 3 and measured for monocytes by flow cytometry (A) or proinflammatory cytokines by real-time PCR (B). Data represent mean ± SEM (n = 4 per group).
(TIF)

S3 Fig **Expression and role of murine resistin in** ***Nb*** **-infected mice.** Control WT C57BL/6 and murine resistin knockout (KO) mice were infected with 500 L3 *Nb* worms and sacrificed at day 7 post infection. (A) Real-time PCR analysis of mResistin expression in C57BL/6 mice following *Nb* infection was performed. (B) Weight loss following infection was monitored. (C-D) Fecal egg burden (C) and adult *Nb* worms (D) were quantified at day 7 post-infection. Data (mean ± SEM, n = 4 per group) are representative of three separate experiments.
(TIF)

S1 Table **KEGG pathway analysis reveals gene sets downregulated by hResistin.**
(DOCX)

S2 Table **Cell composition in the peritoneal cavity following recombinant hResistin injection.**
(DOCX)

S3 Table **Type 2 immunity is not altered by resistin in filarial-infected individuals.**
(DOCX)

# Supplementary material for: Macrophage-Derived Human Resistin Is Induced in Multiple Helminth Infections and Promotes Inflammatory Monocytes and Increased Parasite Burden
**Source:** PLoS Pathog. 2015 Jan 8;11(1):e1004579. doi: 10.1371/journal.ppat.1004579
**Supplement:** S1 Table — KEGG pathway analysis reveals gene sets downregulated by hResistin.

**Table S1: KEGG pathway analysis reveals gene sets downregulated by hResistin.**

| Term | P-value | Benjamini |
| --- | --- | --- |
| Ribosome | 3.2E-6 | 2.2E-4 |
| Cardiac Muscle Contraction | 1.2E-3 | 4.2E-2 |
| Drug Metabolism | 7.6E-3 | 1.5E-1 |
| Arachidonic Acid Metabolism | 1.1E-2 | 1.7E-1 |
| Oxidative Phosphorylation | 1.1E-2 | 1.4E-1 |
| Metabolism of Xenobiotics by Cytochrome p450 | 3.1E-2 | 3.1E-1 |
| RNA Polymerase | 3.2E-2 | 2.7E-1 |
| Retinol Metabolism | 3.4E-2 | 2.6E-1 |
| Huntington’s Disease | 4.2E-2 | 2.8E-1 |
| Parkinson’s Disease | 5.0E-2 | 3.1E-1 |

# Supplementary material for: Macrophage-Derived Human Resistin Is Induced in Multiple Helminth Infections and Promotes Inflammatory Monocytes and Increased Parasite Burden
**Source:** PLoS Pathog. 2015 Jan 8;11(1):e1004579. doi: 10.1371/journal.ppat.1004579
**Supplement:** S2 Table — Cell composition in the peritoneal cavity following recombinant hResistin injection.

**Table S2: Cell composition in the peritoneal cavity following recombinant hResistin injection**

|  | PBS (%live ±SEM) | hResistin (% live±SEM) | p-value |
| --- | --- | --- | --- |
| Monocytes | 0.92±0.13 | 5.0±1.4 | 0.0006 |
| T Cells | 6.14±0.51 | 4.01±0.81 | 0.0916 |
| Eosinophils | 24.97±2.73 | 22.26±7.77 | 0.7586 |
| Neutrophils | 0.85±0.47 | 1.61±1.18 | 0.5797 |
| Macrophages | 28.70±9.22 | 40.65±9.85 | 0.4555 |

# Supplementary material for: Macrophage-Derived Human Resistin Is Induced in Multiple Helminth Infections and Promotes Inflammatory Monocytes and Increased Parasite Burden
**Source:** PLoS Pathog. 2015 Jan 8;11(1):e1004579. doi: 10.1371/journal.ppat.1004579
**Supplement:** S3 Table — Type 2 immunity is not altered by resistin in filarial-infected individuals.

**Table S3: Type 2 immunity is not altered by resistin in filarial-infected individuals**

|  | Spearman rho | p-value |
| --- | --- | --- |
| Serum | | |
| IgG4 Mf | 0.1026 | 0.4782 |
| PBMC stimulated with Mf antigen | | |
| IL-10 | 0.038 | 0.802 |
| IL-5 | -0.099 | 0.511 |
| IFNγ | 0.279 | 0.061 |

How the deposited data were processed for this re-analysis (not part of the article)

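RNA from whole lungs of h*Retn*Tg- and h*Retn*Tg+ mice was sequenced from naïve mice (1 library per genotype, labelled as pooled) and from mice at day 7 of *Nb* infection (4 libraries per genotype). Conditions and replicate numbers came from the sample labels. The authors made directional libraries, aligned the reads with TopHat and obtained counts per gene with QuasR in R Bioconductor. The submitters' processing notes name CASAVA 1.8.2 and the mouse build mm10. The annotation release and the version of TopHat are not given in the sources used here. The deposited table holds raw counts for 38392 genes, with genes at 0 in every library kept. It also holds RPKM that the authors computed from those counts, which equal the counts divided by the printed gene length and the library's summed counts, on the usual RPKM scale. The RPKM were checked in this way and not used further.

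Gene IDs were matched to symbols for 95.4% of genes. The gene length beside each ID, deposited by the authors, was compared with the summed exon length of that gene in a reference annotation of another release. Among the 18506 genes with at least 1 count in all 10 libraries, 0.027% of those with a reference length had equal lengths and the rank correlation of both lengths was 0.085. Among the 19886 genes with a 0 in at least 1 library, 82.4% of those with a reference length had equal lengths and the rank correlation was 0.978. The first group holds 99.9% of all counts. Its values were used without names, and no value is reported under its printed IDs. In the second group, a name was used where the length lay within 10% of the reference, which gave 16955 genes, 6411 of them with a count. A wrong name is estimated for at most 0.56% of these 6411. The highest transcript number admitted to the reference lengths was the one of several tried that matched best, and the 10% tolerance was set after the table was seen.

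Tests used edgeR 4.0.16 in R 4.3.3, with TMM normalization, the filterByExpr filter and Benjamini-Hochberg adjustment. The infected groups were compared in the 8 infected libraries. Infection in each genotype and the interaction were tested in all 10 libraries in 4 groups. Because a naïve group is 1 pool, its spread was taken from the infected libraries. Alternatives were other normalizations, no filter and a stricter filter, limma-voom (limma 3.58.1), DESeq2 1.42.0, a gene length correction, a replicate block, leaving out each infected library, and other uses of the naïve pools. These, the tests, the gene lists and the rule for named genes were set before the data were examined. Alternatives without the libraries that stood apart, the likelihood ratio test of edgeR and voom with quality weights were added after. Python 3.11.15 was used to read the table.

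The rule for named genes took up to 10 genes per direction and comparison. They had to pass the thresholds, lie apart from the other group in every library and reach a mean of 5 CPM in the higher group. It added genes the paper names and examples from the 62 fixed lists. Of 1056 listed genes 60 had a checked ID, and of 51 genes the study names 1 did, *Il13*. Other named genes were chosen after their values were seen. Folds against a pool with 0 counts are lower bounds against a floor of 3 counts in that pool, and intervals are exact Poisson intervals at 95%, for counting error in the pool only. A floor of 3 counts is 0.105 CPM in the h*Retn*Tg- pool and 0.583 CPM in the h*Retn*Tg+ pool.

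Tested on simulated data with 100 genes changed 2-fold and 100 changed 4-fold, the comparison of infected groups recovered 54 and 91, with 7 wrong calls. Infection in h*Retn*Tg- lungs recovered 9 and 55, with 5 wrong calls, and infection in h*Retn*Tg+ lungs 7 and 55, with 4. Each gene was simulated independently, without shifts shared by whole libraries, so recovery in the real libraries may be lower. Gene list tests, the GC content check and the comparison of lists between naïve pools were not run, because most values could not be tied to a gene.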

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

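The test of gene length, the distances within infected h*Retn*Tg- lungs and between the naïve pools, and the tests of a stronger response in h*Retn*Tg+ lungs and of other splits of the samples were chosen after the result was seen.

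In 5 of 52 groups of 4 libraries examined, 1 library had a count and the other 3 had 0, where chance alone would mark about 1 group in 20. *Apoa4*, *Reg3b* and *Gm10680* were each at 0.0473 CPM in infected h*Retn*Tg- library 2, *Krt20* at 0.0461 CPM in infected h*Retn*Tg+ library 4 and *Apoa1* at 0.159 CPM in infected h*Retn*Tg- library 3. These values are 1 count each, or 4 for *Apoa1*. With 3 libraries at 0 any count marks the remaining library, so they give no sign of a deviating library.

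The h*Retn*Tg+ naïve pool and infected h*Retn*Tg- libraries 1 and 2 stood apart from the other 7 libraries, by a gap of 50.2 on the first principal component. Thinning all libraries to equal depth left a gap of 46.9, which argues against depth. Leaving out the 164 highest genes left 50.3, so the gap did not rest on these genes. They are few among the 19691 genes, so their loss could move the gap little. The 10 highest genes took 12.55, 9.23 and 8.08% of counts in these 3 libraries, above each of the other 7 (at most 7.35%). A few abundant genes are therefore not excluded as a cause. The rank correlation of log2 ratios with gene length was at most 0.079 in these 3 libraries, against up to 0.15 in size in the others, which argues against gene length. Infected h*Retn*Tg- libraries 1 and 2 share the labels of genotype and infection with libraries 3 and 4, so these labels cannot account for their split. They lay 80.1 from libraries 3 and 4 on this component, against 4.5 between infected h*Retn*Tg+ lungs and libraries 3 and 4. Libraries 1 and 2 were picked out on the same component, so the distance adds no further evidence. Differences in infection between mice of one label were not tested. For the h*Retn*Tg+ naïve pool, 128.9 from the h*Retn*Tg- naïve pool, a genotype difference in naïve lungs cannot be told apart from a difference between pools, since each genotype has 1, and RNA quality, library preparation and differences between mice stay open for all 3 libraries.

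More genes passed the infection test in h*Retn*Tg+ than in h*Retn*Tg- lungs, 3101 against 57. With the naïve pools exchanged the ratio was 0.14, with 47 against 331 genes, so the larger number went with the h*Retn*Tg+ naïve pool. The pool did not set the number alone. Against the h*Retn*Tg+ pool, infected h*Retn*Tg+ lungs gave 3101 genes and infected h*Retn*Tg- lungs 331, and against the h*Retn*Tg- pool 47 and 57. Infected h*Retn*Tg- libraries 1 and 2 lay on the side of the h*Retn*Tg+ pool on the first principal component. With both pools as 1 naïve group the ratio was 1.78, with 316 against 178 genes. The interaction test called 0 genes with edgeR, where 5867 had an unadjusted p under 0.05, and 2996 genes with DESeq2. A stronger response in h*Retn*Tg+ lungs and a difference between the pools cannot be told apart, since each genotype has 1 pool.

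The comparison of infected h*Retn*Tg+ with infected h*Retn*Tg- lungs called 0 genes, and the highest of the other splits of these 8 libraries into 4 and 4 also called 0. Since no split can call fewer than 0 genes, all 35 of 35 splits gave as many by construction, and this count says nothing about chance. At an unadjusted p under 0.05 the real split gave 1164 genes. The 15 splits with infected h*Retn*Tg- libraries 1 and 2 on one side, the real one included, gave 1079 to 2499, and the 20 that part them 82 to 519. The number at this p follows whether these 2 libraries lie on one side.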

How the results depend on the processing

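The alternatives with edgeR's likelihood ratio test, with quality weights, without infected h*Retn*Tg- libraries 1 and 2 and without the h*Retn*Tg+ naïve pool were chosen after seeing the data. The number of genes differing between infected groups was 0 under all 22 planned and 3 added alternatives. Among the planned ones, the infection-induced condition and the test against the fold change threshold could not give more. The infection-induced condition only keeps a part of the genes called by edgeR's quasi-likelihood test, which were 0. The test against the fold change threshold is stricter than that test. The number of differing genes was also 0 with a replicate block, as was the interaction, and leaving out each library gave 0 to 0 for both. The numbers do not pair the samples: same-numbered libraries correlated at 0.012 to 0.059, and 2 of 4 correlated best with their own number. The block could not be fitted for infection, since the naïve pools have no number.

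Infection in h*Retn*Tg- lungs gave 57 genes, 471 with DESeq2, 92 with limma-voom, 94 with no filter, 178 with both pools as 1 group, 331 with the pools exchanged, 455 with the likelihood ratio test, 120 with quality weights and 28 without infected h*Retn*Tg- libraries 1 and 2. Leaving out each library gave 17 to 129, with 17 without h*Retn*Tg- library 2, 34 without h*Retn*Tg- library 4, 37, 33 and 129 without h*Retn*Tg+ library 1, 2 and 4. Infection in h*Retn*Tg+ lungs gave 3101 genes, 914 with limma-voom, 316 with both pools as 1 group, 47 with the pools exchanged, 47 without the h*Retn*Tg+ naïve pool and 5847 without infected h*Retn*Tg- libraries 1 and 2. Leaving out each library gave 702 to 4316, with 702 without h*Retn*Tg+ library 2 and 1213 without h*Retn*Tg+ library 1. The interaction gave 0 genes, 2996 with DESeq2, 2464 with the likelihood ratio test and 3117 without infected h*Retn*Tg- libraries 1 and 2. The cause of these changes was not tested. Depth limits the h*Retn*Tg+ naïve pool most, at 5698413 counts.

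Of the named genes' log2 fold changes under alternatives, 693 kept direction and side of the threshold, 90 no longer passed, 39 passed only there and 15 changed sign, none of these 15 past the threshold. Between infected groups, leaving out each library gave -0.07 to 0.75 for *Chil4*, -0.44 to 0.16 for *Il13*, -0.04 to 0.59 for *Retnlb* and -0.09 to 0.75 for *Ccl1*. *Chil4* was -0.07 without h*Retn*Tg- library 3 and -0.05 without h*Retn*Tg+ library 1, *Il13* 0.16 without h*Retn*Tg- library 4 and 0 without h*Retn*Tg+ library 2, and *Retnlb* -0.04 and *Ccl1* -0.09 without h*Retn*Tg+ library 4. The difference between infection responses changed sign with the pools exchanged for *Chil4* (-4.13), *Il13* (-3.61), *Rnase2a* (3.88) and *Zfp65* (-9.23). It did so with limma-voom for *Il13* (-0.29) and *Prg2* (-2.31), with quality weights for *Il13* (-0.23) and *Prg2* (-2.21), and with DESeq2 for *Prg2* (-2.26). The call of *Apoa4* in h*Retn*Tg- lungs ended under 2 of 20 alternatives, without h*Retn*Tg- library 2 (FDR = 0.119 from edgeR) and without h*Retn*Tg- libraries 1 and 2 (FDR = 0.0787 from edgeR), and in h*Retn*Tg+ lungs under 0 of 20.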

Differences from the paper's values

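The paper's thresholds, a fold change of 1.5 and an FDR of at most 0.05, were used, while its p threshold of 0.05 follows from the FDR. The paper gives its fold change for the comparison of infected groups and also requires its genes to be infection-induced. Here the fold change was applied to the infection tests as well. The infection-induced condition was applied only as an alternative, without a new FDR adjustment. The paper's text names no count model.

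For infection in h*Retn*Tg- lungs, the paper reports 1662 genes upregulated and 2460 in total, against 33 and 57 here. None of the alternatives set before the data were examined came within 1.5 times of either value, the highest being 353 and 471 with DESeq2.

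For infection in h*Retn*Tg+ lungs, the paper reports 2805 genes upregulated, against 1369 here. Scaling by library size alone (1942), DESeq2 (2241) and leaving out infected h*Retn*Tg- library 1 (2107) came within 1.5 times of it, and the other alternatives set before the data were examined did not. Among alternatives chosen after seeing the values, the likelihood ratio test (2225) and leaving out infected h*Retn*Tg- libraries 1 and 2 (3107) did so. How many of the paper's own genes these drop could not be counted, since names could not be tied to most values. The paper's total of 4552 lay within 1.5 times of the 3101 here, and of DESeq2 (4524), median-of-ratios size factors (3126), upper quartile scaling (3108), the stricter filter (3186), FDR alone (3152) and leaving out infected h*Retn*Tg- library 1 (4316) or 3 (3230). It did not lie within 1.5 times of limma-voom (914), library size alone (3021), no filter (2781), both pools as 1 group (316), the pools exchanged (47), or leaving out h*Retn*Tg- library 2 (2701) or 4 (2958) or h*Retn*Tg+ library 1 (1213), 2 (702), 3 (2587) or 4 (2233). Of alternatives chosen after seeing the values, the likelihood ratio test (4514) and leaving out h*Retn*Tg- libraries 1 and 2 (5847) lay within 1.5 times of it, and quality weights (2563) and leaving out the h*Retn*Tg+ naïve pool (47) did not.

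Between infected h*Retn*Tg+ and infected h*Retn*Tg- lungs, the paper reports 540 genes higher, 441 lower and 981 in total, against 0, 0 and 0 here. The paper's heat maps show 3 columns per genotype and its text does not say which libraries its counts rest on, while 4 infected libraries per genotype were used here. None of the alternatives, set before or after the data were examined, called a gene at both thresholds. The infection-induced condition and the test against the fold change threshold could not have called one, given 0 genes here.

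The paper gives a lowest depth of 10 M total reads, and the lowest total of counts assigned to genes was 5.7 M, in the h*Retn*Tg+ naïve pool. These are different measures, and no alternative applies to them.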

Other observations

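The shares of intestinal markers over those with any count and with 20 counts or more were chosen after the result was seen, and the test over all checked markers before. The pattern was first noticed on *Apoa1*, *Apoa4* and *Fabp2*, which were left out of the test.

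Genes of osteoclast-like giant cells and of oxidant production were also measured, chosen after their values were seen. *Dcstamp* and *Ocstamp*, which act in cell fusion, were at 1.73 ± 0.513 and 3.37 ± 1.57 CPM (SD, n = 4) in infected h*Retn*Tg- lungs and 1.59 ± 0.286 and 2.27 ± 0.709 CPM (SD, n = 4) in infected h*Retn*Tg+ lungs, against 8 and 4 counts in the h*Retn*Tg- naïve pool and 0 in the h*Retn*Tg+ naïve pool. In h*Retn*Tg+ lungs *Dcstamp* passed the infection test (FDR = 0.0244 from edgeR's quasi-likelihood test), a call that ended under 5 of 20 alternatives (FDR up to 0.127), and *Ocstamp* did not (FDR = 0.0532 from edgeR). *Duox1*, an oxidase of airway epithelium, had 0 counts in both naïve pools and 2.46 ± 1.28 and 2.43 ± 0.874 CPM (SD, n = 4) in infected h*Retn*Tg- and h*Retn*Tg+ lungs, and did not pass in either (FDR = 0.0949 and 0.0647 from edgeR). The paper does not report these genes. The paper reports equal induction of IL-13 in both genotypes by real-time PCR, and in the sequencing *Il13* had a log2 fold change of -0.16 between infected groups (FDR = 0.858 from edgeR).

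Several transcripts of intestine were present in both naïve pools and nearly absent after infection, but not all were. *Phgr1* had 9 and 0 counts in the h*Retn*Tg- and h*Retn*Tg+ naïve pools and up to 18 in an infected library. *Slc6a19* had 9 and 3 counts and up to 15. *Fabp2* had 136 and 24 counts in the h*Retn*Tg- and h*Retn*Tg+ naïve pools and at most 5 in an infected library, and *Krt20* had 76 and 21 counts and at most 5. Genes of other tissues showed the same pattern, chosen after their values were seen. *Nppb* and *Nkx2-5* of heart had 44 and 6, and 30 and 10 counts in the h*Retn*Tg- and h*Retn*Tg+ naïve pools and at most 4 and 6 in an infected library, and *Ucp1* of brown fat had 8 and 7 counts and at most 2. A hypothesis is that some intestinal tissue was carried into the naïve pools. Of 38 intestinal markers with a checked ID, listed before their counts were read, 18 (47.4%, exact 95% interval 31 to 64.2%) were higher in both pools than in every infected library, which did not reach the more than 50% set for the test. The interval includes 50%, so the test leaves the hypothesis open. A share under 50% would not exclude it either, since a marker of few counts can read 0 in the shallower h*Retn*Tg+ naïve pool. *Clca4a*, for example, had 19 counts in the h*Retn*Tg- naïve pool and 0 in the h*Retn*Tg+ naïve pool and in every infected library. Among the 38, *Defa17*, *Gip* and *Reg3a* had 0 counts in every library and could not have been higher in the pools, which lowers the share. Of the 35 markers with any count the share was 51.4%, a choice made after the result was seen, as was that of 20 counts or more, where 8 of 14 markers and 61 of 1743 other named genes (3.5%) were higher in both pools. *Reg3b*, *Krt20* and *Sis* are among the 18, and their counts appeared before the test was run but after the list was written. How many of the markers lung tissue also expresses was not tested.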
